# RNA Profiles of the Korat Chicken Breast Muscle with Increased Carnosine Content Produced through Dietary Supplementation with β-Alanine or L-Histidine

**DOI:** 10.3390/ani11092596

**Published:** 2021-09-03

**Authors:** Satoshi Kubota, Kasarat Promkhun, Panpradub Sinpru, Chanadda Suwanvichanee, Wittawat Molee, Amonrat Molee

**Keywords:** RNA-Seq, slow-growing chicken, breast meat, carnosine content, meat toughness

## Abstract

**Simple Summary:**

Carnosine is a bioactive food component with several potential health benefits for humans due to its physiological functions. Dietary supplementation with β-alanine or L-histidine can increase the carnosine content of skeletal muscles in chickens. Dietary supplementation with β-alanine or L-histidine has produced a slow-growing chicken variety with high carnosine content in the breast meat; however, the supplementation with L-histidine alone softens the meat toughness, which may affect consumers’ willingness to buy the meat. Gene expression is a key factor that influences meat quality. Understanding the molecular mechanisms that affect carnosine content and meat toughness would allow the production of more value-added slow-growing chickens. We compared global gene expression in chicken breast muscles with differing carnosine contents and meat toughness produced through dietary supplementation with β-alanine or L-histidine. We identified differentially expressed genes involved in regulating myosin, collagen, intramuscular fat, and calpain—factors that may affect meat tenderness. Pathway enrichment analysis indicated that the insulin-related and adipocytokine signaling pathways were altered by dietary supplementation with β-alanine or L-histidine. These data will be useful for future studies on carnosine content and meat toughness in slow-growing chickens.

**Abstract:**

Korat chicken (KRC) is a slow-growing chicken bred in Thailand, whose meat exhibits a unique toughness. A previous study produced KRC breast meat containing high carnosine content through dietary supplementation with β-alanine or L-histidine; however, the KRC that were fed an L-histidine-supplemented diet produced meat that was significantly more tender. Herein, we performed RNA-Seq to identify candidate genes involved in the regulation of carnosine content and meat toughness. Total RNA was isolated from five female KRC breast muscles in each treatment group that KRC fed diets without supplementation, supplemented with β-alanine or L-histidine. Compared to the non-supplemented group, we identified 118 and 198 differentially expressed genes (DEGs) in the β-alanine or L-histidine supplementation groups, respectively. Genes potentially related to meat tenderness—i.e., those regulating myosin, collagen, intramuscular fat, and calpain—were upregulated (*LOC107051274*, *ACSBG1*, and *CAPNS2*) and downregulated (*MYO7B*, *MYBPH*, *SERPINH1*, and *PGAM1*). However, carnosine synthase gene was not identified. Functional enrichment analysis identified pathways affected by dietary supplementation, including the insulin signaling pathway (β-alanine supplementation) and the insulin resistance and adipocytokine signaling pathways (L-histidine supplementation). The FoxO signaling pathway was identified as a regulatory network for both supplementation groups. The identified genes can be used as molecular markers of meat tenderness in slow-growing chickens.

## 1. Introduction

Korat chicken (KRC) is produced by crossing the males of Thai indigenous chickens with the female Suranaree University of Technology (SUT) breeder line, and has a slow growth rate. KRC meat contains lower levels of fat and higher quantities of collagen compared to the meat from a commercial broiler. It also has a firm and chewy texture, which attracts domestic consumers to a greater extent than broiler meat in Thailand [1]. However, female KRCs are not as preferred by farmers because they grow at a slower rate than males, but have the same selling price. Thus, adding more value to female KRCs is desirable. Intarapichet and Maikhunthod [2] reported that meat from Thai indigenous female chickens contains higher levels of carnosine than meat from males. Carnosine is well-known for its physiological functions, and intake of carnosine has been shown to contribute to human health in many age-associated diseases and conditions [3,4]. Carnosine concentration in the skeletal muscles of broiler chickens can be enhanced by dietary supplementation with the constituent amino acids of carnosine (i.e., β-alanine and L-histidine) [5,6]. Suwanvichanee et al. [7] reported that compared to KRCs fed a diet without supplementation, female KRCs fed a diet supplemented with β-alanine or L-histidine have significantly higher carnosine content in breast muscles (by 26.42 and 32.76%, respectively). Growth and slaughtering performances were not significantly different between dietary treatments; however, meat toughness (as measured by shear force value) was significantly reduced only by supplementation with L-histidine [7]. These findings suggest that female KRCs with increased carnosine content produced through supplemented diets can increase the consumers’ demand as a functional food, which motivates farmers’ willingness to raise them. However, dietary supplementation with L-histidine also reduces the toughness of the meat, which is a unique property of KRC meat.

Among the traits that strongly affect the quality of meat and consumers’ willingness to purchase poultry products, tenderness is the most important attribute [8]. Many factors contribute to the wide variation in tenderness of poultry meat, including bird strain, age, sex, environment, antemortem and/or postmortem handling conditions, and cooking method [9]. Several studies have identified the genetic basis of tenderness—including genes encoding the proteins of the calpain system (*CAPN1*)—in broiler chickens [10]. Using a whole transcriptomic analysis, Piórkowska et al. [11] identified biological processes and genes that are potentially associated with factors affecting chicken breast meat tenderness, such as degradation of filamins (*ASB2*), lipogenesis (*PLIN1* and *THRSP*), and collagen synthesis (*COL16A1*, *COL20A1*, *LEPREL4*, *PCOLCE2*, *P4HA3*, and *VWA1*). These findings suggest that such candidate genes can be used as markers to determine meat tenderness; however, it is unclear how the actions of these genes are affected in chickens fed a supplemented diet to increase carnosine content.

Transcriptome sequencing technology (RNA-Seq) can help elucidate the genetic and physiological processes that regulate the phenotype of particular quantitative traits [12]. Dietary supplementation has been shown to alter the transcriptomic profile of breast muscles in chickens, and RNA-Seq can be used to identify key genes and molecular regulatory mechanisms related to factors affecting meat quality, such as color and taste [13], and melanin deposition [14]. In this study, we performed RNA-Seq in female KRC breast muscle to identify differentially expressed genes and underlying molecular mechanisms affected by the diets supplemented with β-alanine or L-histidine. To the best of our knowledge, this is the first study on global gene expression in chicken breast muscle with differing carnosine contents and meat toughness produced through dietary supplementation. The identified genes can be used as a molecular marker associated with carnosine content and meat tenderness in slow-growing chickens.

## 2. Materials and Methods

### 2.1. Animals and Sample Collection

All animal procedures applied in this research were approved by the Ethics Committee on Animal Use of the Suranaree University of Technology (user application ID: U1-08780-2563).

In this study, we used the 15 breast muscles of female KRCs collected in a previous study by Suwanvichanee et al. [7]. Briefly, a total of 300 one-day-old female KRCs were generated by crossbreeding male Thai indigenous chickens and the female SUT breeder line. All chicks were reared in open-sided housing from 0 to 3 weeks of age. KRC feeding management is designed as three different phases based on the age of the chicken: 0 to 3, 4 to 6, and 7 to 10 weeks. The basal diet at the initial, second, and final phases contains 21, 19, and 17% of protein, respectively. Birds were raised on a basal diet at the initial phase before starting the experiments. Chickens were fed an experimental diet containing β-alanine (Sigma-Aldrich, St. Louis, MO, USA, 146064) or L-histidine (AppliChem GmbH, Darmstadt, Germany, A3738) from 4 to 10 weeks of age to increase carnosine content. Group A was the control without supplements. The other groups were fed by diets supplemented with 1% (1 g/100 g diet) β-alanine (B) or 0.5% (0.5 g/100 g diet) L-histidine (C). Each treatment group contained five replicates (cages) with 20 chickens per replicate. All chickens were given feeds and water ad libitum during the experiment. The composition of the experimental diet is presented in Table S1. At the end of the feeding trial, seven chickens were removed from each cage. Of these seven chickens, five were fasted and euthanized for carcass and meat quality measurements and the other two chickens were sacrificed for carnosine content measurements. For transcriptome analysis, a small amount of the left breast muscle tissue was extracted from similar parts of the two birds used for the carnosine content measurement. The muscle tissue was collected in tubes, frozen in liquid nitrogen immediately, and kept at −80 °C until the usage for transcriptome analysis. 

### 2.2. RNA Extraction

The breast muscle from one of the two KRCs was subjected to RNA extraction. Total RNA was extracted from the 15 chickens—i.e., one chicken from each replicate of each treatment group—using TRIzol Reagent (Thermo Fisher Scientific, Waltham, MA, USA) following the manufacturer’s protocol. The purity of the extracted RNA was analyzed using 1% agarose gel electrophoresis and measuring the absorbance using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific). The RNA integrity number (RIN) was verified using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and 1 µg of total RNA with RIN ≥ 6.7 was used for subsequent transcriptome analysis. 

### 2.3. Library Preparation and Sequencing

Library preparation, sequencing, and analysis were performed by Vishuo Biomedical (Thailand) Ltd. according to the manufacturer’s instructions. Poly (A) mRNA was isolated using the Poly (A) mRNA Magnetic Isolation Module (NEB, County Road Ipswich, MA, USA) or the VAHTS mRNA-seq V3 Library Prep Kit for Illumina (Vazyme, Nanjing, China). A first-strand synthesis reaction buffer and random primers were applied for mRNA fragmentation and priming. First-strand and second-strand cDNAs were synthesized respectively using ProtoScript II Reverse Transcriptase (NEB) or Second Strand Synthesis Enzyme Mix (NEB). The double-stranded cDNA was then purified using beads. Following DNA repair and dA-tailing using the End Prep Enzyme Mix (NEB), an adaptor was added to both ends by T-A ligation. Adaptor-ligated DNA was then selected using beads, and fragments of ~400 bp with an insert size of approximately 300 bp were recovered. The size-selected DNA was amplified by bridge PCR using the P5 and P7 primers that contain an index for multiplexing. The PCR products were purified using beads, validated, and quantified using a Qsep100 system (BiOptic, New Taipei City, Taiwan) or Qubit 3.0 fluorometer (Invitrogen, Carlsbad, CA, USA), respectively. Libraries were analyzed using an Illumina Novaseq 6000 instrument (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Sequencing was performed using a 2 × 150 bp paired-end configuration. Base calling was performed using the NovaSeq software.

### 2.4. Sequencing Quality Assessment and Differential Expression Analysis 

RNA-Seq reads were obtained from the breast muscles of KRC fed the experimental diets. Low-quality and technical sequences such as adapters and primers were removed from the raw sequencing reads using Cutadapt [15] version 1.9.1, and high-quality data (clean reads) were generated for further analysis. Hisat2 [16] version 2.0.1 was used to align the clean reads against the chicken reference genome, GRCg6a (GenBank Assembly ID: GCA_000002315.5). Gene expression levels were estimated based upon fragments per kilobase of transcript per million fragments mapped (FPKM) using HTSeq [17] version 0.6.1. The DESeq2 Bioconductor package [18] was used for differential expression analysis between the control group and each group fed with dietary supplements. The Benjamini–Hochberg method was applied to control the false discovery rate. Transcripts with adjusted values of *p* < 0.05 and an absolute fold change of ≥1.5 were considered to be differentially expressed. The raw data conferred in this publication have been deposited in NCBI’s Gene Expression Omnibus which can be access through GEO Series accession number GSE179643 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179643, accessed on 7 July 2021).

### 2.5. Gene Ontology and Pathway Enrichment Analysis

To identify the biological functions associated with the differentially expressed genes (DEGs), gene ontology (GO) annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were conducted using the database for annotation, visualization, and integrated discovery (DAVID) [19] version 6.8 with default parameters (*p* < 0.10). DEGs found in the β-alanine or L-histidine supplementation groups were independently subjected to GO enrichment and KEGG pathway analysis. The GO database comprises three main branches: biological process (BP), cellular component (CC), and molecular function (MF). 

### 2.6. Verification of RNA-Seq Results by Quantitative PCR (qPCR)

Differential expression results from RNA-Seq were confirmed by qPCR. The extracted RNA was reverse transcribed into cDNA using a High-Capacity cDNA reverse transcription kit (Thermo Fisher Scientific) following the manufacturer’s protocols. A total of five transcripts (i.e., *FOXO1*, *IGF2BP3*, *PDE10A*, *GRIP2*, and *PPM1K*) were randomly selected from DEGs that showed differences in both comparison groups, and primers were designed by applying NCBI Primer-BLAST on the website of NCBI (http://www.ncbi.nlm.nih.gov/tools/primer-blast/, accessed on 14 May 2021). β-Actin was used as an internal reference gene to normalize the expression data. The qPCR reactions were carried out on a LightCycler 480 System (Roche Diagnostics GmbH, Mannheim, Germany). The qPCR reactions had a total volume of 20 µL with 10 µL of SYBR Green I Master Mix (Roche Diagnostics GmbH), 1 µL of each primer (10 µM), 6 µL of nuclease-free water, and 2 µL of cDNA template. The thermocycling program consisted of initial denaturation at 95 °C for 5 min followed by 35 cycles of denaturation at 95 °C for 30 s, annealing at 61 °C for 30 s, and extension at 70 °C for 1 min for *FOXO1*, *PDE10A*, and *PPM1K*, or 40 cycles of denaturation at 95 °C for 30 s, annealing at 62 °C for 30 s, and extension at 72 °C for 1 min for *GRIP2* and *IGF2BP3*. All qPCR reactions were run with three replicates for each sample. Melting curve analysis was performed following the qPCR reactions. Relative gene expression values were calculated using the 2^−∆∆CT^ method [20]. The mean 2^−∆∆CT^ value for each gene was transformed into a fold change value to compare the qPCR results with those of RNA-Seq. The primer sequences used are listed in Table S2.

## 3. Results

### 3.1. Quality of RNA-Seq Reads 

An average of 46,769,860 raw sequencing reads were generated. After excluding low-quality reads, 15 high-quality samples were further mapped onto the chicken reference genome. The quality report for RNA-Seq showed that at least 94.31% of reads had a sequencing quality score exceeding Q30 (percentage of bases with a Phred value ≥ 30) in 15 libraries. The average ratio of high-quality reads to the reference genome was 82.43%. The results of quality assessment of sequencing data are presented in Table 1.

### 3.2. Significantly Differentially Expressed Transcripts

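Breast muscle RNA was sequenced from 15 female KRC at 10 weeks of age, with 5 birds in the non-supplemented group (A), 5 birds fed a diet with 1% β-alanine (B) and 5 birds fed a diet with 0.5% L-histidine (C). β-Alanine and L-histidine are the amino acids that carnosine synthase joins to form carnosine, a dipeptide of muscle. For every bird, the deposited table gives the count and the FPKM (fragments per kilobase of exon, scaled to the library total) of each gene, with the exonic length and the position on the chicken genome build GRCg6a. The total count per bird lay between 10620229 and 14553374 in group A (median 13607972), between 13957490 and 15381547 in group B (median 14687263) and between 13435756 and 14964384 in group C (median 14342489). These totals are of fragments counted in genes, whereas the paper's Table 1 counts raw reads (the paper's mean, 46769861 per bird). The authors trimmed the reads with cutadapt 1.9.1, aligned them with HISAT2 2.0.1 and counted them with HTSeq 0.6.1. Whether the counting used the strand and how it treated reads that map to several places is not given in the sources used here, so members of gene families and overlapping genes may share reads.

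From the deposited counts, library sizes were scaled by relative log expression (RLE), the method of the DESeq2 package named in the paper. The 11858 genes with a mean deposited FPKM of at least 0.2 were tested with edgeR's quasi-likelihood method in a fit of all 15 birds, and p-values were adjusted by Benjamini and Hochberg's method. A gene was called differentially expressed at an adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the paper. Levels are given as FPKM recomputed from the counts with the RLE-scaled library sizes (normalized FPKM), as the mean ± SD of 5 birds, and log2 fold changes are relative to group A. DESeq2 was run on the same counts without the filter on FPKM (15897 genes with at least 1 count), with all 15 birds and fold changes not shrunken. Its adjusted p is given where it makes a call that edgeR does not. For members of gene lists, passing and DESeq2 calls were counted by the p limit alone, without the fold limit. Lists of genes for pathways, fibre types and cell types were written before the deposited counts were examined. Tables S3 and S4 of the paper, which hold values of these birds, had been read by then, so the lists are not fully independent of them. The lists were tested with camera, which compares a list with all other genes. Camera was run with a preset correlation between genes of 0.01 and again with a correlation estimated for each list.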

Followin g RNA-Seq of the breast muscle of female KRCs in the non-supplemented group (A), β-alanine or L-histidine supplementation groups (B and C), we compared global gene expression in the B and C groups to that in group A so as to identify the underlying molecular mechanisms affected by diet. A total of 118 and 198 DEGs were identified in the groups B and C, respectively, compared to the group A (Figure 1). 

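Among 11858 genes tested, the smallest p in group B belonged to KY, the kyphoscoliosis peptidase of striated muscle. KY lies on chromosome 9 from 3857749 to 3879247 (GRCg6a) and had 75.6 ± 30.0 normalized FPKM in group A, 24.3 ± 8.75 in group B and 26.9 ± 7.43 in group C (SD, n = 5 birds in each group). Its log2 fold change was -1.64 in group B (standard error 0.28) and -1.49 in group C (standard error 0.28), and every supplemented bird lay under the mean of group A. ASB2, a substrate adaptor of a muscle ubiquitin ligase on chromosome 5 from 45552811 to 45586074, had 4.40 ± 1.52 normalized FPKM in group A, 24.0 ± 14.6 in group B and 27.6 ± 16.9 in group C. The log2 fold changes of ASB2 were 2.45 (standard error 0.47) and 2.65 (standard error 0.48). With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 0.124 for KY and 0.125 for ASB2 in group B, and 0.115 for both genes in group C. DESeq2 gave adjusted p-values of 6.06e-05 and 9.90e-05 in group B and of 3.59e-04 and 8.14e-06 in group C. By edgeR, 0 genes were called higher and 0 lower in either supplemented group. At an unadjusted p under 0.05, edgeR gave 1262 genes in group B (530 higher and 732 lower) and 2273 in group C (947 higher and 1326 lower), where 593 are expected by chance. Such counts vary widely between groupings of these birds. Of 100 splits for each comparison, the real one included, 16 and 6 gave at least as many genes, so chance could not be excluded. DESeq2 called 56 genes in group B (27 higher and 29 lower) and 225 in group C (76 higher and 149 lower).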

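The genes named here were taken from the 10 with the largest fold changes in each direction among those that DESeq2 called and that lay on the same side of the mean of group A in all 5 supplemented birds, a choice made after the edgeR counts were seen. Among the higher genes of group B, TRIM63, a ubiquitin ligase of muscle atrophy on chromosome 23 from 3366856 to 3371077, had 469 ± 140.1 normalized FPKM against 146 ± 96.1 in group A (SD, n = 5), a log2 fold change of 1.68 (standard error 0.37). LPIN1, a phosphatidic acid phosphatase, had a log2 fold change of 1.50 in group B (standard error 0.31), and PLA2G15, a lysosomal phospholipase, one of 1.54 (standard error 0.31). Among the lower genes of group B, PIK3R6, a regulatory subunit of phosphoinositide 3-kinase, had 5.07 ± 1.49 against 13.9 ± 5.06, a log2 fold change of -1.45 (standard error 0.25). PLIN1, the coat protein of fat droplets, had a log2 fold change of -4.83 (standard error 1.42), and control replicate 5 alone held 45.9 normalized FPKM of it.

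In group C, the circadian transcription factor NFIL3 had 8.27 ± 2.38 normalized FPKM against 2.83 ± 1.09 in group A (SD, n = 5), a log2 fold change of 1.53 (standard error 0.37), and KLHL24, an adaptor of a ubiquitin ligase, had a log2 fold change of 1.59 (standard error 0.46). The mitochondrial carrier SLC25A25 had 7.53 ± 2.40 against 31.7 ± 4.91, a log2 fold change of -2.07 (standard error 0.45), and HES1, a target of Notch signaling, one of -1.83 (standard error 0.44). SOCS3, an inhibitor of cytokine signaling, had a log2 fold change of -2.27 (standard error 0.65), with a spread in group A (13.5 ± 16.4) larger than its mean. None of these 10 genes passed edgeR's quasi-likelihood test: in group B, its adjusted p lay between 0.124 for PIK3R6 and 0.387 for PLIN1, and in group C, it was 0.170 for all 5 genes named. At an unadjusted p under 0.05 and a fold change of at least 1.5, edgeR counted 388 genes higher and 436 lower in group B, and 681 higher and 840 lower in group C.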

Compared with group A, group B had 55 upregulated genes and 63 downregulated genes, and group C had 89 upregulated genes and 109 downregulated genes among these DEGs. All information regarding the DEGs is provided in Supplementary Materials (Tables S3 and S4).

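The genes of Tables S3 and S4 were looked up in the deposited table. All 118 genes of Table S3 and all 198 of Table S4 were found, and their counts in the individual birds were equal in 1180 of 1180 values and in 1980 of 1980 values. Of the genes of Table S3, 115 were kept by the filter on mean FPKM, and 115 had the direction of the table here. Of the genes of Table S4, 194 were kept and 194 had the direction of the table. At an unadjusted p under 0.05 from edgeR's quasi-likelihood test, 114 of the 115 and 194 of the 194 genes lay in that direction, and 0 of either passed after Benjamini-Hochberg adjustment over all genes tested. DESeq2 called 54 of the genes of Table S3 and 129 of those of Table S4. As the genes were chosen on these birds, these tallies are not independent evidence of a direction.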

### 3.3. GO Annotation and KEGG Pathways Analyses of DEGs

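In group B, CTSV, a lysosomal cathepsin on chromosome Z from 41420069 to 41425489, had 84.5 ± 27.8 normalized FPKM against 38.4 ± 9.79 in group A (SD, n = 5 birds each), a log2 fold change of 1.14 (standard error 0.22). BMP4, a secreted growth factor, had 8.23 ± 1.42 against 4.97 ± 1.12, a log2 fold change of 0.72 (standard error 0.20). VASN, a membrane protein that binds TGF-β, had 0.924 ± 0.155 against 1.95 ± 0.345, a log2 fold change of -1.07 (standard error 0.20), and PXDNL, a peroxidasin-like protein, one of -1.17 (standard error 0.23). These 4 genes are among the members of the terms in Table 2. Of the 24 members, 22 were measured, since OTOA and RTN4RL1 lay under the filter on mean FPKM. By edgeR's quasi-likelihood test, 0 of the 22 passed an adjusted p of 0.05 over all genes tested, 11 were higher and 11 lower at an unadjusted p under 0.05, and the same numbers passed when adjusted over the list alone. DESeq2 called 5 of them higher and 6 lower.

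In group C, SPSB1, an adaptor of a ubiquitin ligase, had 21.0 ± 6.91 normalized FPKM against 11.0 ± 3.78 in group A (SD, n = 5), a log2 fold change of 0.93 (standard error 0.26). PDP1, a phosphatase that activates pyruvate dehydrogenase, had 17.4 ± 4.95 against 36.8 ± 7.96, a log2 fold change of -1.08 (standard error 0.27), and MYOD1, a transcription factor of myogenesis, had 189 ± 73.7 against 75.4 ± 35.9, a log2 fold change of 1.33 (standard error 0.36). All 25 members of the terms in Table 3 were measured, and 0 passed over all genes tested by edgeR, with 13 higher and 12 lower at an unadjusted p under 0.05 and when adjusted over the list alone. DESeq2 called 10 of them higher and 9 lower. Both lists were chosen by the study on these birds, so their counts are not independent evidence of a direction.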

The GO functional analysis identified 14 and 16 GO terms in the β-alanine or L-histidine supplementation groups, respectively (*p* < 0.10; Table S5), of which six and eight GO terms were significantly enriched (*p* < 0.05) (Table 2 and Table 3). No GO terms categorized into MF and CC branches were detected in the β-alanine or L-histidine supplementation groups. The identified KEGG pathways of the DEGs are listed in Table 4. 

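G6PC3, a glucose-6-phosphatase on chromosome 27 from 5460670 to 5464686, had 30.6 ± 13.1 normalized FPKM in group A and 14.6 ± 1.49 in group B (SD, n = 5 birds each), a log2 fold change of -1.07 (standard error 0.27). IRS2, an adaptor of the insulin receptor on chromosome 1 from 139954310 to 139998484, had 1.90 ± 1.38 in group A, 4.97 ± 2.15 in group B and 5.89 ± 2.99 in group C, log2 fold changes of 1.38 (standard error 0.43) and 1.63 (standard error 0.43). TSC1, a brake on mTOR, had a log2 fold change of 0.67 in group B (standard error 0.19). In group C, PRKAA2, a catalytic subunit of AMP-activated kinase, had 10.4 ± 2.91 against 21.1 ± 6.46 in group A, a log2 fold change of -1.02 (standard error 0.27), and PPARA, a receptor for fatty acids, had 1.99 ± 0.850 against 0.924 ± 0.355, a log2 fold change of 1.09 (standard error 0.32). CREB5, a transcription factor, had a log2 fold change of 2.01 in group C (standard error 0.60). The adjusted p by edgeR's quasi-likelihood test (Benjamini-Hochberg) was 0.259 for G6PC3, 0.346 for TSC1 and 0.396 for IRS2 in group B, and 0.170 for IRS2, PRKAA2, PPARA and CREB5 in group C. DESeq2 called G6PC3 in group B (adjusted p = 0.0336) and IRS2, PRKAA2, PPARA and CREB5 in group C (adjusted p from 0.0158 for IRS2 to 0.0432 for PPARA). Without control replicates 3 and 4, the log2 fold change of G6PC3 in group B was -0.61. Of the 4 insulin signaling genes that Table 4 lists for group B, edgeR passed 0 over all genes, 3 were higher and 1 lower at an unadjusted p under 0.05 and when adjusted over the list alone, and DESeq2 called 0 higher and 1 lower. Of the 4 adipocytokine genes listed for group C, edgeR passed 0 over all genes, 3 were higher and 1 lower by both of these counts, and DESeq2 called 2 higher and 1 lower. The study chose both lists on these birds, so they are not independent evidence of a direction.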

Compared to group A, the insulin signaling pathway (gga04910) was identified as being enriched in the β-alanine supplementation group, whereas the insulin resistance (gga04910) and adipocytokine signaling (gga04920) pathways were enriched in the L-histidine supplementation group. 

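TNFSF10, a death ligand, lies on chromosome 9 from 19446947 to 19455681 and had 3.07 ± 0.496 normalized FPKM in group A, 5.87 ± 2.08 in group B and 7.00 ± 1.62 in group C (SD, n = 5 birds each). Its log2 fold changes were 0.93 (standard error 0.24) in group B and 1.19 (standard error 0.24) in group C. CCNG2, a cyclin that accompanies cell cycle arrest, had 7.06 ± 2.07, 12.0 ± 2.15 and 11.4 ± 1.75 in groups A, B and C, and its log2 fold change in group B was 0.76 (standard error 0.20). In group C, the cell cycle inhibitor CDKN1A had 27.7 ± 8.79 against 76.6 ± 47.1 in group A, a log2 fold change of -1.47 (standard error 0.43), and the kinase SGK1 had 6.08 ± 0.647 against 3.53 ± 0.932, a log2 fold change of 0.78 (standard error 0.20). With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 0.264 for TNFSF10 and 0.287 for CCNG2 in group B, and 0.170 for TNFSF10, CDKN1A and SGK1 in group C. DESeq2 gave TNFSF10 adjusted p-values of 0.0486 and 0.00259 in the 2 groups, and in group C it called CDKN1A (adjusted p = 0.0270) and SGK1 (adjusted p = 0.0267). Of the 5 FoxO genes that Table 4 lists for group B, 0 passed edgeR's test over all genes, 4 were higher and 1 lower at an unadjusted p under 0.05 and when adjusted over the list alone, and DESeq2 called 1 higher and 1 lower. Of the 6 listed for group C, 0 passed over all genes, 4 were higher and 2 lower at an unadjusted p under 0.05 and when adjusted over the list alone, and DESeq2 called 3 higher and 2 lower. The study chose both lists on these birds, so they are not independent evidence of a direction.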

The forkhead box O (FoxO) signaling pathway (gga04068) was commonly identified as a regulatory network in both dietary supplement groups. 

### 3.4. Validation of DEGs by qPCR

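The difference between the supplemented groups was tested directly. ACSBG1, an acyl-CoA synthetase, had a log2 difference of 1.94 between group C and group B (95% interval from 0.80 to 3.08, n = 5 birds in each group), and NOCT, a clock-controlled phosphatase, one of -1.19 (95% interval from -2.13 to -0.26). TRIM63 was lower in group C than in group B by a log2 difference of -0.79 (95% interval from -1.58 to 0.01). With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, none of these differences passed (adjusted p = 0.958 for ACSBG1 and 0.983 for NOCT and TRIM63). ASB2 and KY, which are named above for their fold changes against group A, differed between groups C and B by 0.20 (95% interval from -0.77 to 1.17) and 0.15 (95% interval from -0.45 to 0.74). Over the 11858 genes, edgeR called 0 genes higher and 0 lower in group C than in group B, and 477 genes had an unadjusted p under 0.05 (298 of them higher) against 593 expected by chance. DESeq2, run on 15897 genes, called 0.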

Of the detected DEGs, 77 and 157 DEGs were only identified in the β-alanine or L-histidine supplementation groups, respectively, compared to the non-supplemented group (Figure 2). 

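The 41 genes found in both Tables S3 and S4 comprise 21 upregulated and 20 downregulated genes. Of these, 40 were tested here, and 40 of 40 had the direction of both tables, each with an unadjusted p under 0.05 from edgeR's quasi-likelihood test in both groups. The 40 genes were chosen on these birds and are not independent evidence. Over all 11858 genes, 0 were called in both groups by edgeR, while at an unadjusted p under 0.05, 296 genes were higher in both groups and 458 were lower in both. DESeq2, run on 15897 genes, called 20 in both groups. Because groups B and C were compared with the same 5 control birds, part of such an overlap arises with no effect of the diet. Simulated groups without any effect, with shared controls, gave on average 74.4 genes higher in both (52 to 88 in 20 simulations). They gave 50.0 lower in both (39 to 64). Independent lists of the observed sizes would share 42.3 and 81.9 genes. As 50.0 lies under 81.9, the simulated lists were not of the observed sizes. The simulated counts therefore cannot be set directly against 296 and 458. Each simulated count was drawn independently around a single mean per gene. The simulations therefore kept neither the correlation between genes nor the traits of single control birds. When the control birds were split so that each comparison had its own, 71.8 genes were higher in both (44 to 136 in 20 fits) and 89.1 lower in both (33 to 166). Across genes, which are not independent replicates, the log2 fold changes of the supplements had a Pearson correlation of 0.562, against 0.508 in the simulations and 0.220 (0.0853 to 0.355) with split controls. The covariance was 0.186, against 0.0780 in the simulations and 0.100 (0.0459 to 0.157) with split controls. As simulated genes were independent, their correlation and covariance cannot be set directly against the observed values. The fits with split controls all reuse the same birds.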

Forty-one genes were found to be common in the two comparison groups. Five DEGs, including three upregulated genes (*FOXO1*, *IGF2BP3*, and *PDE10A*) and two downregulated genes (*GRIP2* and *PPM1K*), were randomly selected from the 41 DEGs and their expression levels were verified by qPCR. 

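FOXO1, a transcription factor of the fasting response on chromosome 1 from 171900263 to 171963540, had 1.66 ± 0.705 normalized FPKM in group A, 4.22 ± 2.21 in group B and 3.64 ± 1.66 in group C (SD, n = 5 birds each), log2 fold changes of 1.34 (standard error 0.39) and 1.12 (standard error 0.39). IGF2BP3, an RNA-binding protein on chromosome 2 from 31154362 to 31261778, had 0.398 ± 0.0742, 0.850 ± 0.295 and 0.884 ± 0.323, log2 fold changes of 1.08 and 1.14. PDE10A, a cyclic nucleotide phosphodiesterase on chromosome 3 from 43094027 to 43443909, had 2.95 ± 0.807, 9.11 ± 3.02 and 7.02 ± 2.98, log2 fold changes of 1.63 (standard error 0.30) and 1.25 (standard error 0.29). GRIP2, a scaffold of glutamate receptors on chromosome 12 from 11415545 to 11631518, had 2.11 ± 0.297, 0.848 ± 0.314 and 0.979 ± 0.245, log2 fold changes of -1.31 (standard error 0.23) and -1.10 (standard error 0.23). PPM1K, a mitochondrial phosphatase of branched-chain amino acid breakdown on chromosome 4 from 46991647 to 47009784, had 17.2 ± 3.87, 7.88 ± 1.79 and 7.89 ± 2.52, a log2 fold change of -1.13 in both groups.

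**Figure D1:**
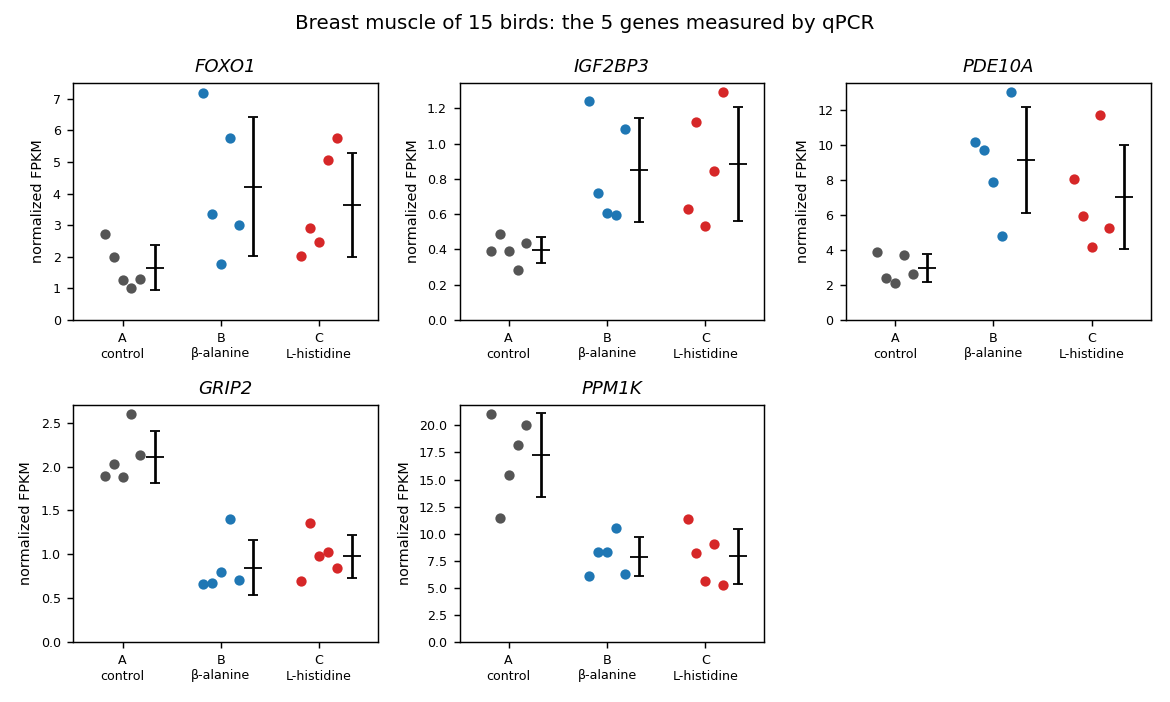
Normalized FPKM (y axis) of FOXO1, IGF2BP3, PDE10A, GRIP2 and PPM1K in groups A, B and C (x axis), 1 point per bird, with the mean ± SD of 5 birds as a black mark. The birds of groups B and C lie above the mean of group A for IGF2BP3 and PDE10A and under it for GRIP2 and PPM1K.

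In group B, edgeR's quasi-likelihood test (Benjamini-Hochberg) gave an adjusted p of 0.375 for FOXO1, 0.348 for IGF2BP3, 0.124 for PDE10A and GRIP2 and 0.125 for PPM1K, and in group C it was 0.170 for 4 of the genes and 0.179 for FOXO1. DESeq2 called PDE10A, GRIP2 and PPM1K in group B (adjusted p = 1.85e-04, 2.33e-04 and 0.00231) and in group C (adjusted p = 0.00868, 0.00359 and 0.00259). Of these 5 genes, edgeR passed 0 over all genes in either group, and 3 were higher and 2 lower in both groups at an unadjusted p under 0.05 and when adjusted over the list alone. As the study chose them, they are not independent evidence of a direction. The qPCR measurements were not analysed here.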

The qPCR results showed that the expression trend of the DEGs was consistent in the RNA-Seq results in both comparison groups (Figure 3), suggesting that the RNA-Seq results in this study were accurate and reproducible.

## 4. Discussion

A previous study showed the breast meat from female KRCs fed diets without supplementation (A), supplemented with β-alanine (B) or L-histidine (C) contained 2756, 3484, and 3659 µg/g of carnosine, respectively, with shear force values of 3.31, 3.50, and 2.94 kg/g [7]. The carnosine content in group A and shear force value in group C were significantly lower than those in the other groups, respectively (*p* < 0.05) [7]. In this study, we performed RNA-Seq to identify differentially expressed genes and underlying molecular mechanisms affected by the diets supplemented with β-alanine or L-histidine. The quality report for RNA-Seq data obtained in this study (Table 1) indicated that the data were replicable and could be used in future analyses. 

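Principal component analysis of log2 CPM set 3 birds apart. The first component (26.0% of the variance) held control replicate 4 at 89.7 and control replicate 3 at 44.1 at its upper end and L-histidine replicate 2 at -61.6 at its lower end, with the other 12 birds between -27.2 and 21.1. L-histidine replicate 2 carried transcripts of slow muscle fibres: 14 of the 19 slow-fibre markers were highest in that bird. In control replicates 3 and 4, the longer the exons of a gene, the lower its level relative to the other birds, with slopes of -0.27 log2 CPM per doubling of exonic length in both. The slopes of the other 13 birds lay between -0.087 and 0.14. Across the 15 birds, the slope ran against the GC content of the clean reads in the paper's Table 1 (Pearson's r = -0.913, permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 4e-05 over 4 relations; Spearman's rho = -0.854, permutation p = 1.5e-04, adjusted p = 6e-04). Without control replicates 3 and 4, r was -0.736, and within groups, it was -0.892. The mapping rate of Table 1 ran with the slope over all birds (r = 0.825, permutation p = 0.00265, adjusted p = 0.0053, rho = 0.539, permutation p = 0.041, adjusted p = 0.0547), but r was 0.192 without control replicates 3 and 4, so that relation rests on these birds. The share of bases at Q30 did so too (r = 0.659, permutation p = 0.00653, adjusted p = 0.00871, rho = 0.589, permutation p = 0.0245, adjusted p = 0.049). Its r was 0.505 without control replicate 3 and L-histidine replicate 3. The multi-mapped share ran against the slope (r = -0.535, permutation p = 0.0407, adjusted p = 0.0407, rho = -0.414, permutation p = 0.126, adjusted p = 0.126). Its r was -0.231 without control replicates 4 and 5.

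**Figure D2:**
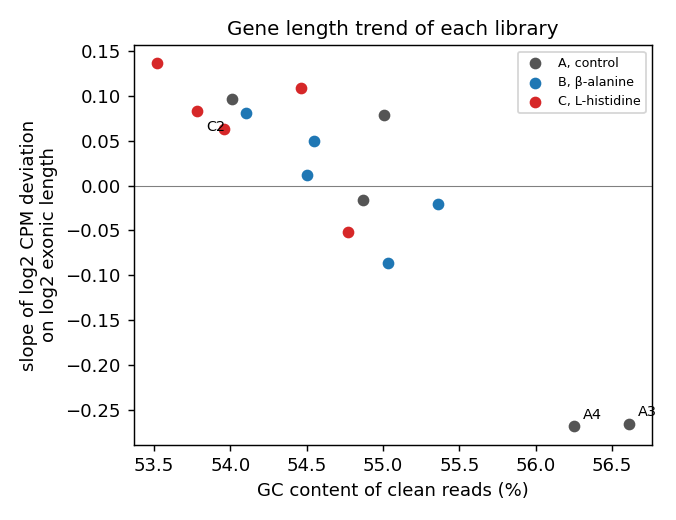
Slope of each library's log2 CPM deviation on log2 exonic length (y axis) against the GC content of its clean reads in percent from the paper's Table 1 (x axis), 1 point per bird, colored by diet group. Control replicates 3 and 4 (A3 and A4) lie lowest, at GC contents of 56.61% and 56.25%, and L-histidine replicate 2 (C2) is marked among the other birds.

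The number of genes with at least 1 count was 13630 ± 400.3 in group A, 13990 ± 135 in group B and 14090 ± 269 in group C (SD, n = 5). The 10 most abundant genes took 36.3% ± 2.50 of the counts in group A, 32.7% ± 1.71 in group B and 30.3% ± 4.16 in group C.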

In the differential expression analysis of transcripts (Figure 1, Tables S3 and S4), we identified some genes associated with myosin, collagen, intramuscular fat (IMF), and calpain, all of which may be related to meat quality.

Carnosine can be synthesized from β-alanine and L-histidine under in a reaction catalyzed by carnosine synthase. Increased skeletal carnosine concentrations in chickens by supplementation of dietary carnosine, β-alanine, or L-histidine have been reported elsewhere [5,6,21,22], and the upregulated expression of carnosine synthase corresponds with high carnosine content [6,21]. Qi et al. [6] reported that dietary supplementation with 250–2000 mg/kg β-alanine quadratically increased carnosine content, promoted mRNA expression of carnosine synthase 1 (*CARNS1*) and solute carrier family 6 member 6 (*SLC6A6*), and reduced the shear force of the breast muscle in broilers (*p* < 0.05). However, *CARNS1* and *SLC6A6* were not detected in this study. 

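Both genes were measured in all 15 birds. CARNS1, which encodes carnosine synthase and lies on chromosome 5 from 205432 to 212376 (GRCg6a), had 93.2 ± 17.9 normalized FPKM in group A, 81.6 ± 14.7 in group B and 78.8 ± 28.1 in group C (SD, n = 5 birds each). Its log2 fold changes were -0.19 (95% interval from -0.69 to 0.31) and -0.24 (95% interval from -0.74 to 0.26). SLC6A6, the transporter of taurine and β-alanine on chromosome 12 from 11318274 to 11412333, had 1.30 ± 0.306, 1.66 ± 0.398 and 3.98 ± 5.46 normalized FPKM, log2 fold changes of 0.34 (standard error 0.57) and 1.61 (standard error 0.57). The value of SLC6A6 in group C rested on L-histidine replicate 2, with 13.7 normalized FPKM against 0.834 to 2.17 in the other birds of the group, and was 0.25 without it. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 0.768 and 0.567 for CARNS1 and 0.835 and 0.183 for SLC6A6 in groups B and C.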

Carnosine content in chickens is strongly influenced by their breed [2]. Tian et al. [23] found that the carnosine content observed in the breast meat of Black-Bone Silky Fowl—a unique breed of chicken native to South China—was approximately 1.8-fold higher than that observed in the meat of White Plymouth Rock reared under the same conditions (*p* < 0.01). A recent study has reported significantly higher carnosine content in the breast muscles of Thai indigenous slow-growing chickens than in broiler chickens [24]. KRC is a crossbred chicken with Thai indigenous chickens and has a slow growth rate. 

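Of 31 genes of carnosine, β-alanine and histidine metabolism and transport, 17 were measured above the filter. SLC7A5, a transporter of large neutral amino acids including histidine on chromosome 11 from 17954812 to 17987235, had 20.6 ± 5.24 normalized FPKM in group C against 43.1 ± 22.4 in group A (SD, n = 5 birds each), a log2 fold change of -1.06 (standard error 0.29), and 28.6 ± 7.15 in group B, a log2 fold change of -0.59 (standard error 0.28). SLC38A3, a transporter of glutamine and histidine, had log2 fold changes of -0.76 and -0.49 (standard error 0.34 in both), and UPB1, which forms β-alanine from pyrimidines, had 1.01 (standard error 0.55) and 0.70 (standard error 0.56) at no more than 46 counts in any bird. By edgeR's quasi-likelihood test, 0 of the 17 passed an adjusted p of 0.05 over all genes in either group. Counted at an unadjusted p under 0.05, 0 were higher and 2 lower in group B and 1 higher and 2 lower in group C, and DESeq2 called 0 in group B and 2 lower in group C (SLC7A5 and GADL1). When adjusted over the list alone, 0 passed in group B and 1, SLC7A5, was lower in group C. The median log2 fold change of the list was 0.02 in group B and 0.12 in group C (camera adjusted p = 0.948 and 0.938).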

The carnosine synthase gene was not detected as DEGs in this study, likely because slow-growing chickens have constantly high expression levels of this gene and are not affected by the supplemented diet. 

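GADL1, a decarboxylase that forms β-alanine, lies on chromosome 2 from 39823210 to 39986267 (GRCg6a). It had 105 ± 59.0 normalized FPKM in group A, 42.4 ± 20.6 in group B and 41.3 ± 18.8 in group C (SD, n = 5 birds each). The log2 fold change was -1.30 in group B (standard error 0.44) and -1.34 in group C (standard error 0.44), and 5 of 5 birds in group B and 5 of 5 in group C lay under the mean of group A. By edgeR's quasi-likelihood test (Benjamini-Hochberg), the adjusted p was 0.424 in group B and 0.176 in group C, and DESeq2 gave 0.146 and 0.0465. The direct comparison of groups C and B gave a log2 difference of -0.04 (95% interval from -0.98 to 0.90).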

Downregulation of acidic amino acid decarboxylase GADL1 isoform X1 (*GADL1*), which is involved with β-alanine metabolism in chicken, was detected in the L-histidine supplementation group. GADL1 is considered to be an enzyme with multiple biological activities and is responsible for converting aspartic acid to β-alanine in carnosine biosynthesis [25]. In mice, *GADL1* knockout mice were deficient in β-alanine and carnosine in the skeletal muscle [25]. However, the association of the *GADL1* and carnosine contents has not been reported in chickens. It is still unclear how the downregulation of the *GADL1* gene by L-histidine supplementation contributes to an increase in the carnosine contents of female KRC breast muscle.

Muscle structure and composition (i.e., muscle fibers, intramuscular connective tissue, and intramuscular fat) in livestock are related to meat sensory quality, including tenderness [26]. The characterization of muscle fibers by contractile and metabolic properties suggested that the myosin heavy chain isoforms (MyHCs) existing in thick filaments has a significant effect on the muscle’s contractile properties. MyHCs appear to be the most appropriate markers for muscle fiber-type delineation [27]. Indeed, upregulation of myosin heavy chains 1 (*MYH1*) and 15 (*MYH15*) have been detected in tough meat in previous studies on beef cattle and chicken, respectively [11,28]. 

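MYO7B, an unconventional myosin on chromosome 9 from 1485897 to 1540313, had 0.336 ± 0.101 normalized FPKM in group A, 0.155 ± 0.0496 in group B and 0.274 ± 0.120 in group C (SD, n = 5 birds each), log2 fold changes of -1.12 (standard error 0.35) and -0.30 (standard error 0.34). MYBPH, a protein of the thick filament on chromosome 26 from 1011100 to 1020608, had 930 ± 586, 411 ± 165 and 344 ± 117, log2 fold changes of -1.18 (standard error 0.39) and -1.43 (standard error 0.39). MYH1E, the most abundant fast myosin heavy chain, had 8557 ± 1733, 5976 ± 1245 and 5563 ± 1376, log2 fold changes of -0.52 and -0.62 (standard error 0.21 in both). With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p in group B was 0.404 for MYO7B, 0.424 for MYBPH and 0.442 for MYH1E, and in group C 0.641, 0.170 and 0.177, while DESeq2 called MYBPH in group C (adjusted p = 0.0212). Without control replicates 3 and 4, the log2 fold change of MYBPH was -0.31 in group B and -0.56 in group C.

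The slow-fibre genes set L-histidine replicate 2 apart. In that bird, MYL3, TNNT1 and MYH7B had 1741, 1565 and 1410 normalized FPKM, against at most 15.0, 22.8 and 18.2 in the other 14 birds. Each of these highest other values was that of control replicate 3, which also had the next highest mean level of the slow-fibre markers. MYH15, a slow myosin heavy chain of the chicken, had a log2 fold change of 4.69 in group C (standard error 1.38, adjusted p = 0.170 by edgeR) and of 0.62 without L-histidine replicate 2. Genes of the myosin heavy chain family are related in sequence, to differing degrees, and some may share reads.

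**Figure D3:**
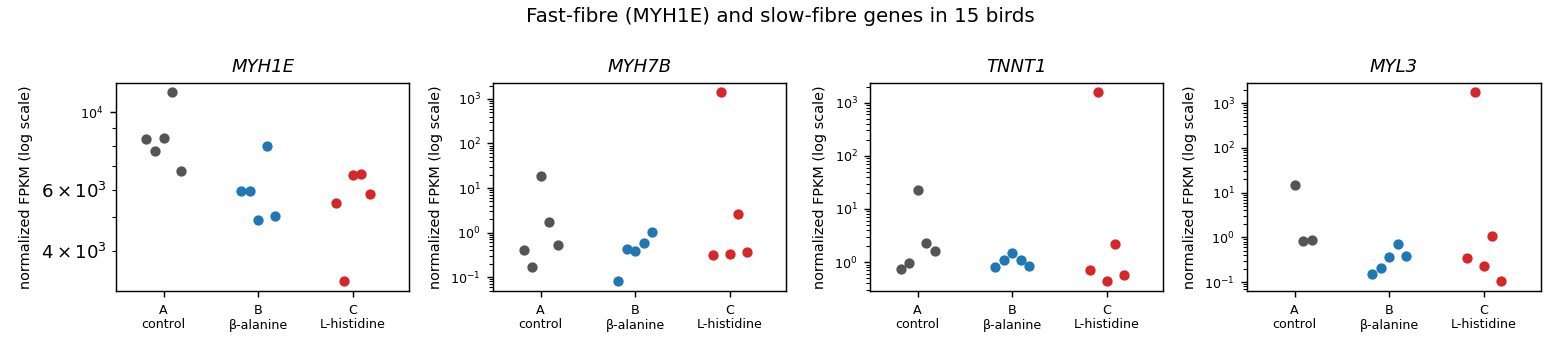
Normalized FPKM on a log scale (y axis) of the fast-fibre gene MYH1E and the slow-fibre genes MYH7B, TNNT1 and MYL3 in groups A, B and C (x axis), 1 point per bird. L-histidine replicate 2 lies above the other birds for the 3 slow-fibre genes and lowest for MYH1E, and the values of 0 for MYL3 in control replicates 1 and 2 have no point on the log scale.

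Of 33 genes of myosin chains and their binding proteins, 28 were measured and 0 passed edgeR's test over all genes in either group. At an unadjusted p under 0.05, 0 were higher and 3 lower in group B and 10 higher and 4 lower in group C. DESeq2 called 0 in group B and 0 higher and 2 lower in group C. When adjusted over the list alone, 0 passed in group B and 10 higher and 4 lower in group C. The list fell in group B with a median log2 fold change of -0.36 (camera adjusted p = 0.0210, and adjusted p = 0.698 with an estimated correlation), and without control replicates 3 and 4 its median was -0.09 (adjusted p = 0.128). It also no longer passed in group B with quantile normalization (0.0635), library weights (0.0587) and β-alanine replicate 2 left out (0.260). In group C, its median was 0.38 while camera's direction was downward (adjusted p = 0.979), and it passed only with shrunken DESeq2 on only the groups compared (0.0157). The higher genes of group C rested on L-histidine replicate 2. Without it, the median was -0.26 (adjusted p = 0.124). In that fit, edgeR gave 0 higher and 7 lower at an unadjusted p under 0.05 and 0 when adjusted over the list alone.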

Although myosin-related genes were found to be downregulated in this study—i.e., VIIB (*MYO7B*) in the β-alanine supplementation group and myosin binding protein H like (*MYBPH*) in the L-histidine supplementation group—no differentially-expressed *MyHC* gene was identified in this study. In chickens, myosin binding protein H has been speculated to be involved in the regulation of muscle contraction [29]; however, its function remains unclear. The composition and structure of connective tissue also affect meat tenderness [30], and collagen is considered the primary determinant of the shear force, particularly in cattle. Piórkowska et al. [11] found that a gene encoding collagen protein or involved in their synthesis (i.e., *COL16A1*, *COL20A1*, *LEPREL4*, *PCOLCE2*, *P4HA3*, and *VWA1*) was highly expressed in chickens with lower levels of tenderness. This suggests that components of extracellular matrices, such as collagen, glycoproteins, and proteoglycans, are involved in determining the tenderness of broiler chicken meat. 

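SERPINH1, the collagen chaperone Hsp47, lies on chromosome 1 from 196648339 to 196655176 (GRCg6a) and had 40.2 ± 4.95 normalized FPKM in group A, 25.3 ± 6.20 in group B and 35.2 ± 7.51 in group C (SD, n = 5 birds each). Its log2 fold change was -0.67 in group B (standard error 0.19) and -0.19 in group C (standard error 0.19), with 5 of 5 birds of group B under the mean of group A. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 0.358 in group B and 0.585 in group C, and DESeq2 gave 0.0916 in group B. Among further collagen genes named in the paper, COL3A1, COL16A1, COL20A1, PCOLCE2 and VWA1 had log2 fold changes of -0.13, 0.30, 0.03, 0.12 and 0.01 in group B, and P4HA3, a prolyl hydroxylase, had -0.41 (adjusted p from 0.607 for P4HA3 to 0.986 for COL20A1 and VWA1 by the same test). LEPREL4, which the paper also names, carries the symbol P3H4 here. It was among the collagen genes with the smallest p in group B, and its value is not given here.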

In our study, two genes related to collagen—serpin family H member 1 (*SERPINH1*), and collagen alpha-2(IV) chain-like (*LOC107051274*)—were downregulated and upregulated, respectively, in the β-alanine supplementation group. *SERPINH1* encodes Hsp47, a collagen-specific molecular chaperone. Hsp47 is essential for the molecular maturation of collagen, and Hsp47 expression strongly correlates with the expression of collagens in several types of cells and tissues [31]. Zhang et al. [32] reported upregulation of the *SERPINH1* gene in male Qinchuan cattle that had a significantly higher shear force than females. Downregulation of the *SERPINH1* was also detected in the present study; however, the shear force values did not differ significantly between groups supplemented and not supplemented with β-alanine. Although upregulation of the *LOC107051274* gene was detected after β-alanine supplementation, the function of this gene has not been reported yet. 

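LOC107051274, annotated as a collagen alpha-2(IV) chain-like gene, had 0.823 ± 0.505 normalized FPKM in group A, 6.84 ± 8.88 in group B and 19.6 ± 34.8 in group C (SD, n = 5 birds each). Its count ran from 0 to 567 between birds. In group B, β-alanine replicate 2 held 22.4 normalized FPKM and the other birds 0.482 to 5.02, and in group C, L-histidine replicate 2 held 81.4 and the other birds 0.664 to 11.8. The log2 fold change was 3.04 in group B (standard error 1.28, adjusted p = 0.445 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.57 in group C (standard error 1.29, adjusted p = 0.170). It was 1.83 in group B without β-alanine replicate 2 and 2.37 in group C without L-histidine replicate 2. The position of this gene on a chromosome was not analysed here.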

Future studies are required to clarify how altering the expression of these genes affects collagen synthesis in chickens. A certain amount of IMF can enhance meat quality traits in chickens [33]. For instance, Wen et al. [34] reported significant differences in tenderness between pectoral muscles with < 0.5% IMF and those with >0.5% IMF in partridges (*Alectoris chukar*) (*p* < 0.01). Several studies have reported DEGs related to IMF content in chickens [33,35]. Of these genes, upregulation of the acyl-CoA synthetase bubblegum family member 1 (*ACSBG1*) gene was detected in the L-histidine supplementation group. 

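ACSBG1 lies on chromosome 10 from 4194625 to 4229245 (GRCg6a) and had 0.206 ± 0.113 normalized FPKM in group A, 0.178 ± 0.103 in group B and 0.688 ± 0.448 in group C (SD, n = 5 birds each), from 2 to 116 counts per bird. Its log2 fold change was -0.22 in group B (standard error 0.54) and 1.72 in group C (standard error 0.53), with all 5 birds of group C above the mean of group A, and edgeR's quasi-likelihood test gave an adjusted p of 0.894 and 0.170. L-Histidine replicate 2 held 1.47 normalized FPKM and the other birds of the group 0.395 to 0.661, and the log2 fold change in group C was 1.24 without it. DGAT2, which makes triglycerides, had log2 fold changes of -1.03 and -1.10 (standard error 0.42 in both), and the desaturase FADS2 had -0.81 (standard error 0.22) in group B. Of 36 genes of fat storage and fatty acid synthesis, 34 were measured, and 0 passed edgeR's test over all genes in either group. Without adjustment, at a p under 0.05, 2 were higher and 7 lower in group B and 3 higher and 1 lower in group C, while DESeq2 called 1 higher and 1 lower in group B and 0 in group C. When adjusted over the list alone, 1 was higher (LPIN1) and 2 lower in group B and 0 passed in group C. The list's median log2 fold change was -0.17 in group B and 0.04 in group C (camera adjusted p = 0.483 and 0.522).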

Although this gene mediates the activation of long-chain fatty acids to synthesize cellular lipids [35], a study on IMF deposition is required to clarify the involvement of this gene in KRCs.

Shear force depends not only on the structural and metabolic properties of a muscle at the time of slaughter, but also on muscle metabolism during rigor mortis and aging [34,36]. The kinetics of postmortem muscle acidification are faster in poultry than in cattle and strongly affect tenderness of the meat [26]. Calpain is an intracellular Ca^2+^-dependent cysteine protease that is closely related to the tenderness of meat in livestock [37]. Okumura et al. [38] identified four calpain genes (i.e., *CAPN1*, *CAPN2*, *CAPN3*, and *CAPN1.5*) that were ubiquitously expressed in chickens. Among these, a single nucleotide polymorphism (SNP) in the *CAPN1* gene was significantly related to meat tenderness in chickens and Japanese quail [10,39]. Moreover, Piórkowska et al. [40] found that higher expression of the *CAPN1* gene leads to higher tenderness in breast muscles in fast-growing broiler chickens. 

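CAPNS2, a small subunit of calpain on chromosome 11 from 3663037 to 3664404 (GRCg6a), had 0.416 ± 0.143 normalized FPKM in group A, 1.20 ± 0.463 in group B and 0.878 ± 0.194 in group C (SD, n = 5 birds each). The log2 fold changes were 1.52 (standard error 0.37) and 1.07 (standard error 0.37), and 5 of 5 birds of group B lay above the mean of group A. Its counts, from 5 to 41 per bird, limit the precision of these values. CAPN1, a catalytic subunit of calpain, had 41.5 ± 16.4, 26.3 ± 5.30 and 24.0 ± 6.15, log2 fold changes of -0.66 and -0.79 (standard error 0.24 in both), which were -0.26 and -0.39 without control replicates 3 and 4. CAPN3, the calpain of skeletal muscle, had log2 fold changes of -0.31 and -0.10 (standard error 0.22 in both). The adjusted p of edgeR's quasi-likelihood test (Benjamini-Hochberg) was 0.255 and 0.180 for CAPNS2 and 0.431 and 0.170 for CAPN1. Of 14 genes of the calpain system, 10 were measured and CAPNS1 was not analysed here. By edgeR, 0 of the 10 passed over all genes, 1 was higher and 1 lower in group B and 1 higher and 2 lower in group C at an unadjusted p under 0.05, and DESeq2 called 0. When adjusted over the list alone, 1 (CAPNS2) was higher in group B and 1 (CAPN1) lower in group C.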

The *CAPNS1* and *CAPNS2* genes encode the small subunits one and two of calpain, respectively [41], and upregulation of the *CAPNS2* gene was detected in the β-alanine supplementation group in this study. Although the *CAPNS1* protein is known to be important for maintaining the stability of both conventional catalytic subunits of calpain, its physiological role is yet unknown [41]. Recently, a significant association has been reported between SNPs in *CAPNS2* and *CAPN1* genes and meat tenderness in Iberian pigs, and the G allele in *CAPN1_rs8135866G > A* SNP was associated with tender meat [42]. These results suggest that the calpain enzyme is related to meat tenderness in chickens and the upregulation of the *CAPNS2* gene by β-alanine supplementation may associate with meat toughness.

The GO analysis showed that compared to the non-supplemented group, the DEGs were significantly enriched in six and eight functions in the β-alanine or L-histidine supplementation groups, respectively (*p* < 0.05, Table 2 and Table 3). These functions did not overlap between the groups. Among the DEGs that may be related to meat tenderness (i.e., *MYO7B*, *MYBPH*, *LOC107051274*, *SERPINH1*, *ACSBG1*, and *CAPNS2*), *SERPINH1* was identified in the “extracellular space” term of the CC category, along with another 11 DEGs (Table 2). Although this gene is associated with collagen, no BP terms involving collagen were detected in either experimental group. 

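Collagen genes went both ways in both groups. PLOD1, a lysyl hydroxylase of collagen on chromosome 21 from 5515436 to 5532562, had 17.4 ± 1.36 normalized FPKM in group B against 29.8 ± 13.4 in group A (SD, n = 5 birds each), a log2 fold change of -0.78 (standard error 0.25). COL18A1, a basement membrane collagen, had 23.6 ± 6.68 against 34.1 ± 7.19, a log2 fold change of -0.53 (standard error 0.20). In group C, PCOLCE, an enhancer of procollagen processing, had a log2 fold change of -0.70 (standard error 0.23), and ADAMTS2, a procollagen peptidase, one of 0.61 (standard error 0.24). Of 45 genes of collagens and collagen maturation, 41 were measured, and by edgeR's quasi-likelihood test, 0 passed over all genes or when adjusted over the list alone in either group. Counted at an unadjusted p under 0.05, 2 were higher and 6 lower in group B and 3 higher and 3 lower in group C, and DESeq2 called 0. The median log2 fold change of the list was -0.10 in group B and 0.09 in group C (camera adjusted p = 0.426 and 0.493). In group B, the median was -0.23 without control replicates 3 and 4 and -0.19 with a GC covariate, and the list passed downward under 6 of 36 settings, with library weights (0.0209), control replicates 3 and 4 left out (0.0117), a GC covariate (0.0334), a multi-mapped covariate (0.00178), control replicates 3 and 4 and L-histidine replicate 2 left out (0.0175) and control replicate 4 left out (0.0190).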

Listrat et al. [26] reported that collagen has a limited effect on the sensory quality of chicken meat because the animals are slaughtered at an early physiological stage when intramuscular collagen is not cross-linked significantly. El-Senousey et al. [43] reported that dietary alpha-lipoic acid significantly decreased collagen content and mRNA expression of the *COL3A1* gene in broiler chickens, although it did not change meat tenderness. Katemala et al. [44] reported that the breast meat of 10-week-old KRC exhibited higher shear force values than that of commercial broiler chickens (*p* < 0.05), although there was no difference in the collagen content. These findings suggest that the higher tenderness detected in the L-histidine supplementation group was not caused by changes in the extracellular matrix (e.g., due to changes in collagen synthesis). 

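Matrix genes other than collagens were tested as a further list. LAMA3, a laminin chain of basement membranes on chromosome 2 from 103119306 to 103232233, had 1.22 ± 0.339 normalized FPKM in group C against 0.492 ± 0.236 in group A (SD, n = 5 birds each), a log2 fold change of 1.30 (standard error 0.33). CTGF, a matrix-associated growth factor, had 13.6 ± 3.67 against 7.96 ± 1.40, a log2 fold change of 0.78 (standard error 0.27), and SDC1, a heparan sulfate proteoglycan, had 1.52 ± 0.411 against 2.51 ± 0.355, a log2 fold change of -0.72 (standard error 0.23). In group B, CHADL, a proteoglycan-like protein, had a log2 fold change of 2.15 (standard error 0.47) at 3 to 84 counts per bird. By edgeR's quasi-likelihood test, 0 of the 28 measured genes passed over all genes in either group. Counted at an unadjusted p under 0.05, 2 were higher and 2 lower in group B and 3 higher and 1 lower in group C, and DESeq2 called 1 higher and 1 lower in group B and 1 higher and 0 lower in group C. When adjusted over the list alone, 1 was higher and 1 lower in group B and 1 (LAMA3) was higher in group C. The list's median log2 fold change was 0.01 in group B and 0.12 in group C (camera adjusted p = 0.707 and 0.199). In group C, the list passed upward with quantile normalization (0.0397), control replicate 1 left out (0.0325) and L-histidine replicate 4 left out (0.0238), but its median was -0.03 without control replicates 3 and 4.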

Of the BP terms listed in Table 3, wound healing and gluconeogenesis were also identified among the top 10 enriched GO terms in a transcriptome study on the breast muscles of two broiler chicken lines that showed significant differences in meat quality (ultimate pH, muscle glycolytic potential, and toughness) [45]. 

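PFKFB4, which sets the level of fructose-2,6-bisphosphate and is the PFKFB gene in Table 3, had 276 ± 63.7 normalized FPKM in group A, 239 ± 93.6 in group B and 165 ± 18.3 in group C (SD, n = 5 birds each). Its log2 fold change was -0.21 in group B (standard error 0.23) and -0.74 in group C (standard error 0.23). PGAM1, the phosphoglycerate mutase of glycolysis on chromosome 6 from 23308079 to 23310457 (GRCg6a), had 10030 ± 3424, 5932 ± 960.1 and 5082 ± 1683 normalized FPKM, log2 fold changes of -0.76 and -0.98 (standard error 0.25 in both). CRY1, a repressor of the circadian clock on chromosome 1 from 53592038 to 53626354, had 39.2 ± 11.5, 65.4 ± 14.2 and 69.0 ± 16.1, log2 fold changes of 0.74 and 0.81 (standard error 0.23 in both). All 5 birds of group C lay under the mean of group A for PFKFB4 and PGAM1 and above it for CRY1. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p in group C was 0.170 for each of the 3 genes, and DESeq2 gave 0.0459, 0.0189 and 0.0377 for PFKFB4, PGAM1 and CRY1. Without control replicates 3 and 4, the log2 fold changes in group C were -0.49, -0.60 and 0.55.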

In this study, we found that the L-histidine supplementation group showed downregulation of the 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1 and phosphoglycerate mutase 1 (*PGAM1*) genes, upregulation of the cryptochrome circadian regulator 1 gene, and enrichment in the gluconeogenesis function. A high correlation has been reported between three proteins—pyruvate kinase, PGAM1, and triosephosphate isomerase 1—and the tenderness of breast meat in Thai indigenous chickens [46]. Moreover, significantly higher levels of these three proteins have also been observed in the tough meat. PGAM catalyzes the interconversion of 2-phosphoglycerate and 3-phosphoglycerate in the glycolytic cycle [47]. These findings suggest that the DEGs involved in gluconeogenesis are associated with meat characteristics and that the *PGAM1* gene can be a functional marker for meat tenderness in KRC.

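Genes of glycolysis and gluconeogenesis fell as a group in both supplemented groups, with a median log2 fold change of -0.24 in group B and -0.34 in group C over the 34 measured of 45 genes. The camera adjusted p was 0.00262 and 5.80e-04, and the adjusted p was 0.698 and 0.663 with an estimated correlation. PKM, pyruvate kinase on chromosome 10 from 2035711 to 2052967, had 15350 ± 6430 normalized FPKM in group A, 10480 ± 795 in group B and 9434 ± 2747 in group C (SD, n = 5 birds each), and TPI1, triosephosphate isomerase, had 7892 ± 3066, 5884 ± 714 and 4860 ± 1540. The log2 fold changes in group C were -0.70 for PKM (standard error 0.25) and -0.70 for TPI1 (standard error 0.26), with an adjusted p of 0.183 for both by edgeR's quasi-likelihood test. By that test, 0 of the 34 genes passed over all genes. Without adjustment, at a p under 0.05, 3 were higher and 8 lower in group B and 2 higher and 12 lower in group C. DESeq2 called 0 higher and 2 lower in group B and 0 higher and 4 lower in group C. Adjusted over the list alone, 0 were higher and 2 lower in group B and 0 higher and 10 lower in group C. Without control replicates 3 and 4, the list's median was -0.03 in group B (adjusted p = 0.218) and -0.14 in group C (adjusted p = 0.0135), and the log2 fold changes in group C were -0.28 for PKM and -0.30 for TPI1.

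Clock genes, which share CRY1 with the gluconeogenesis term, rose as a group in group C (median log2 fold change 0.25, camera adjusted p = 0.0418, and adjusted p = 0.698 with an estimated correlation), while in group B their median was 0.21 (camera adjusted p = 0.0876) and they passed only with control replicate 1 left out (0.0198). RORA, an activator of the clock, had a log2 fold change of 0.86 in group C (standard error 0.25, adjusted p = 0.170 by edgeR). Of the 25 clock genes measured, edgeR passed 0 over all genes in either group, with 4 higher and 4 lower in group B and 8 higher and 3 lower in group C at an unadjusted p under 0.05, and DESeq2 called 1 higher and 0 lower in group B and 3 higher and 2 lower in group C. When adjusted over the list alone, 2 were higher and 1 lower in group B and 4 higher and 3 lower in group C. The glycolysis list also no longer passed in group B with quantile normalization (0.225), a multi-mapped covariate (0.290) and a replicate block with a GC covariate (0.0807). In group C, it no longer passed with quantile normalization (0.216), a multi-mapped covariate (0.158) and a replicate block with a GC covariate (0.189). The clock list passed in group C under 17 of 36 settings, and its adjusted p was 0.130 without control replicates 3 and 4 (median 0.14). Leaving out a single bird ended its call for control replicates 2, 4 and 5 and L-histidine replicates 1 and 4, with an adjusted p between 0.0525 and 0.171.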

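Lists of insulin and adipocytokine signaling genes, written after the paper was read but before the deposited counts were examined, were tested as wholes. EIF4EBP1, a repressor of translation under the control of mTOR on chromosome 22 from 2560354 to 2564665, had 416 ± 93.8 normalized FPKM in group C against 707 ± 106 in group A (SD, n = 5 birds each), a log2 fold change of -0.77 (standard error 0.20). IRS4, an adaptor of the insulin receptor, had 9.96 ± 1.49 in group B and 9.50 ± 2.08 in group C against 6.46 ± 1.48, log2 fold changes of 0.63 and 0.56 (standard error 0.19 in both). PPARGC1A, a coactivator of oxidative metabolism that belongs to the adipocytokine list, had a log2 fold change of 1.65 in group B (standard error 0.55). Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test gave an adjusted p of 0.170 for EIF4EBP1 in group C and 0.396 for IRS4 and 0.424 for PPARGC1A in group B.

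Of 149 insulin genes, 133 were measured, with a median log2 fold change of 0.00414 in group B and 0.08 in group C (camera adjusted p = 0.891 and 0.528). By edgeR, 0 passed over all genes or when adjusted over the list alone, 13 were higher and 15 lower in group B and 18 higher and 15 lower in group C at an unadjusted p under 0.05, and DESeq2 called 0 higher and 1 lower in group B and 4 higher and 6 lower in group C. Of 69 adipocytokine genes, 56 were measured, with a median of 0.10 in group B and 0.17 in group C (camera adjusted p = 0.612 and 0.377). Of these, 0 passed over all genes by edgeR, 7 were higher and 5 lower in group B and 8 higher and 9 lower in group C at an unadjusted p under 0.05, and DESeq2 called 0 higher and 1 lower and 2 higher and 5 lower. When adjusted over the list alone, 0 passed in group B and 3 were higher and 5 lower in group C. Of the 5 genes that Table 4 lists for insulin resistance in group C, 0 passed over all genes by edgeR, 4 were higher and 1 lower at an unadjusted p under 0.05 and when adjusted over the list alone, and DESeq2 called 3 higher and 1 lower; the study chose them on these birds, so they are not independent evidence of a direction.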

The KEGG pathway analysis comparing the non-supplemented and supplemented groups identified the insulin signaling pathway in the β-alanine-supplemented group and insulin resistance and adipocytokine signaling pathway in the L-histidine-supplemented group (*p* < 0.05, Table 4). In animals, adipogenesis occurs earliest in visceral fat deposits, followed by adipogenesis in subcutaneous, intermuscular, and intramuscular fat deposits [48]. Insulin affects a series of biological reactions in muscle and adipose tissues, including lipid metabolism [49]. By comparing DEGs between muscle and fat tissues in broiler chickens, Zhang et al. [50] identified lipid metabolism signaling pathways involved in the regulation of fat deposition (i.e., adipocytokine signaling pathway, insulin signaling pathway, and pyruvate metabolism). These findings suggest that the insulin-related and adipocytokine signaling pathways affected by the supplemented diet likely regulate fat deposition in intermuscular adipose tissue in the breast muscle of KRC. In this study, the FoxO signaling pathway was identified as a common regulatory network affected by the supplemented diet. 

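Over the 105 measured of 125 FoxO pathway genes, the list rose in both groups, with a median log2 fold change of 0.13 in group B (67 genes above 0 and 38 under it) and 0.16 in group C (75 above and 30 under). The camera adjusted p was 0.0128 and 0.0158, and the adjusted p was 0.385 with an estimated correlation in both groups. After a correction of each library for its gene length trend, the medians were 0.08 and 0.14, with an adjusted p of 0.105 in both. Without control replicates 3 and 4, the adjusted p in group B was 0.0763. The list also no longer passed in group B with a replicate block with a GC covariate (0.0600). In group C, this held for a GC covariate (0.0889) and a replicate block with a GC covariate (0.127). By edgeR's quasi-likelihood test, 0 members passed over all genes, 18 were higher and 6 lower in group B and 19 higher and 10 lower in group C at an unadjusted p under 0.05. DESeq2 called 1 higher and 1 lower in group B and 7 higher and 4 lower in group C. When adjusted over the list alone, 2 were higher and 1 lower in group B and 7 higher and 4 lower in group C. Genes of fatty acid oxidation and the fasting response, some of them targets of FoxO, rose as a list too, with a median of 0.24 in group B and 0.17 in group C (camera adjusted p = 0.00247 and 0.0101, and adjusted p = 0.663 and 0.698 with an estimated correlation). After the gene length correction, its adjusted p was 0.0536 and 0.0636. It also no longer passed in group B with β-alanine replicate 2 left out (0.0844) and in group C with control replicate 5 left out (0.0611) and L-histidine replicate 4 left out (0.0757). Of these 23 measured genes, edgeR passed 0 over all genes, 6 were higher and 1 lower in group B and 8 higher and 0 lower in group C at an unadjusted p under 0.05, DESeq2 called 1 higher in group B and 3 in group C and 0 lower, and 4 and 5 were higher when adjusted over the list alone. The FoxO members with the smallest p in group B were G6PC3, TNFSF10, CCNG2 and FOXO1. Those of the fasting list included FOXO1, which both lists share, and IRS2. The study chose these genes on the same birds, so the tallies of the lists are not independent evidence, nor are the lists independent of each other.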

FoxO acts as a regulator to maintain tissue homeostasis over time and affects many cellular processes involved in apoptosis, cell cycle regulation, DNA damage repair, metabolism, and oxidative stress [51,52]. The FoxO family consists of four members—i.e., FOXO1, FOXO3, FOXO4, and FOXO6—and upregulation of the *FOXO1* gene was observed in this study. 

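The 4 FoxO genes were measured in all 15 birds. FOXO3, on chromosome 3 from 67289795 to 67376989 (GRCg6a), had 33.8 ± 16.5 normalized FPKM in group A, 55.2 ± 10.7 in group B and 48.7 ± 23.6 in group C (SD, n = 5 birds each), log2 fold changes of 0.71 and 0.53 (standard error 0.35 in both). FOXO4, on chromosome 4 from 2402024 to 2418838, had 14.4 ± 2.47, 19.7 ± 5.86 and 17.4 ± 3.27, log2 fold changes of 0.46 and 0.27 (standard error 0.20 in both). FOXO6, on chromosome 23 from 1302264 to 1319175, had 3.03 ± 1.46, 2.52 ± 0.592 and 1.91 ± 0.430, log2 fold changes of -0.27 and -0.67 (standard error 0.29 in both). FOXO1 was lower in level than FOXO3 and FOXO4 in group A and lay above the mean of group A in 5 of 5 birds of group B and 5 of 5 of group C. By edgeR's quasi-likelihood test (Benjamini-Hochberg), the adjusted p was 0.487 and 0.410 for FOXO3, 0.445 and 0.445 for FOXO4 and 0.740 and 0.223 for FOXO6 in groups B and C, and DESeq2 called none of the 4 FoxO genes at an adjusted p under 0.05.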

FoxOs have been previously identified as potential candidate genes regulating growth in chickens [53,54]. Willson et al. [55] investigated gene expression in the liver among meat birds, the layer strain, and their F1 crosses, and found that the FoxO signaling pathway—through its effects on cell regulation and altered metabolism—is associated with growth variations in chickens. Furthermore, Li et al. [56] studied miRNA and mRNA expression in slow-growing chickens at 6, 14, 22, and 30 weeks of age and found that FoxO signaling is a key pathway underlying the postnatal development of breast muscles in slow-growing chickens. Postnatal growth of skeletal muscle is achieved primarily by increasing the hypertrophy of existing muscle fibers [56]. This suggests that the FoxO signaling pathway is related to muscle fiber hypertrophy. FoxO transcription factors act as negative regulators of type I fiber-related gene expression in muscle atrophy [57]. The thigh muscles of broiler chickens fed a high-carnosine diet show a higher density of type I fiber and higher carnosine content along with a decrease in type I fiber diameter and meat toughness (*p* < 0.05) [21]. These findings suggest that the expression levels of FoxO transcription factors may correlate with muscle fiber size after diet supplementation with β-alanine or L-histidine. In broiler, increased skeletal muscle fiber diameter and area could increase shear force and reduce meat tenderness [58]. A significant association has been reported between the genotype of the *CAPN1* gene and breast muscle fiber diameter in KRC, and KRCs carrying the BB genotype showed a significantly smaller muscle fiber diameter at 10 weeks of age [59]. Genetic selection of female KRCs for large muscle fiber size combined with feeding them diets supplemented with β-alanine or L-histidine may produce meat containing high carnosine concentrations without losing the toughness unique to this meat.

## 5. Conclusions

This study analyzed differences in global gene expression in the breast muscle of female KRCs with differing carnosine contents and meat toughness that were produced by dietary supplementation with β-alanine or L-histidine. Compared to the non-supplemented group, 118 and 198 DEGs were identified in the β-alanine or L-histidine supplementation groups, respectively. Although dietary supplementation with β-alanine or L-histidine produced breast meat with significantly higher carnosine content, genes previously reported to be associated with increasing carnosine content, such as *CARNS1*, were not activated. Functional enrichment analysis of the DEGs identified different underlying genetic mechanisms that were altered by each supplemented diet and likely regulated meat tenderness. The identified genes, including *MYO7B*, *MYBPH*, *LOC107051274*, *SERPINH1*, *ACSBG1*, *CAPNS2*, and *PGAM1,* may be potential functional markers for meat tenderness in slow-growing chickens. However, we did not examine the structural and metabolic properties of a muscle in this study, future studies are required to clarify how altering the expression of these genes affects meat tenderness.

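The 7 genes were compared bird by bird across the 3 groups. In group B, CAPNS2 and LOC107051274 had means above that of group A, and MYO7B, SERPINH1, MYBPH, PGAM1 and ACSBG1 had means under it. In group C, LOC107051274, ACSBG1 and CAPNS2 had means above that of group A, and MYO7B, SERPINH1, MYBPH and PGAM1 had means under it. Of the 7 genes, 0 passed an adjusted p of 0.05 over all genes by edgeR's quasi-likelihood test in either group. At an unadjusted p under 0.05 and when adjusted over the list alone, 2 were higher and 4 lower in group B and 3 higher and 2 lower in group C. DESeq2 called 0 in group B and 0 higher and 2 lower (MYBPH and PGAM1) in group C. The study chose the genes on these birds, so the list is not independent evidence of a direction.

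**Figure D4:**
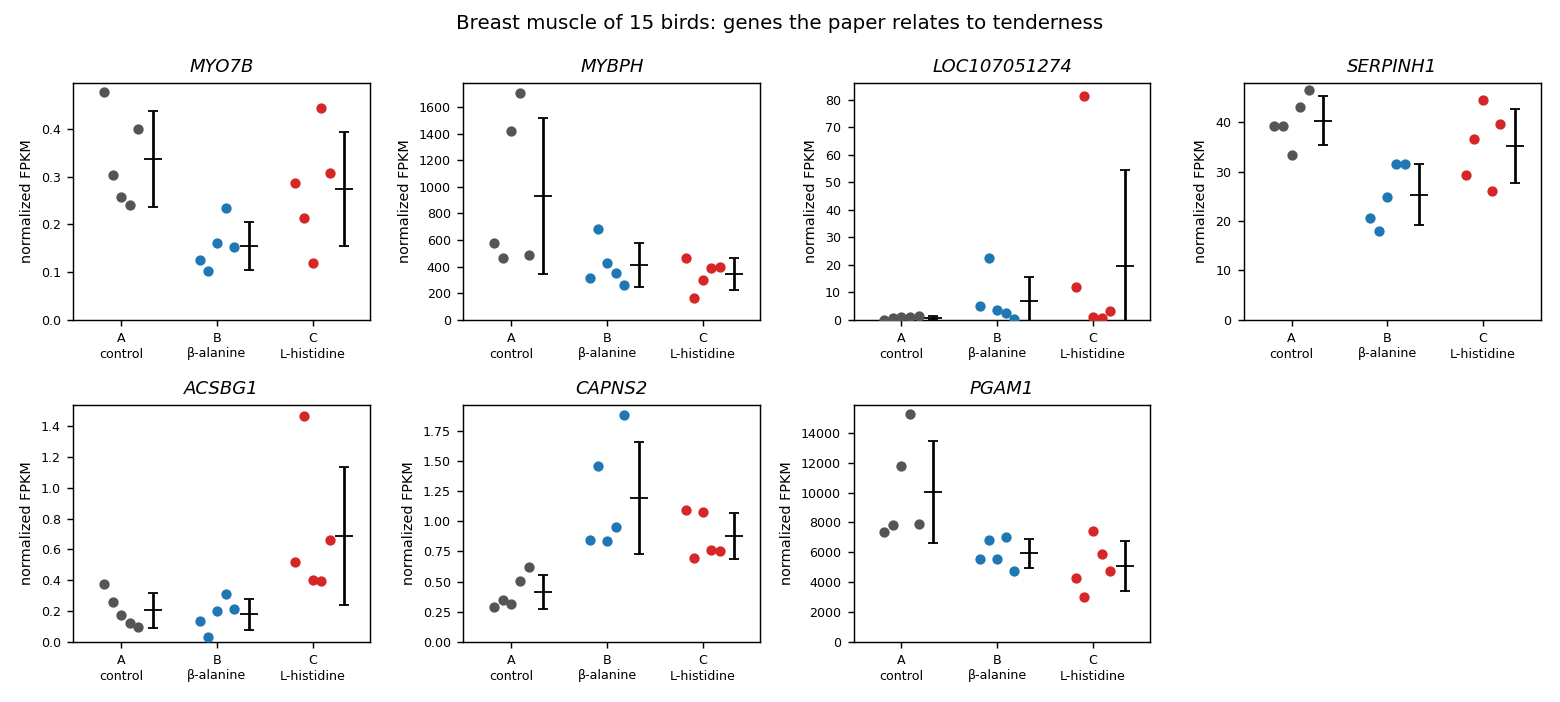
Normalized FPKM (y axis) of MYO7B, MYBPH, LOC107051274, SERPINH1, ACSBG1, CAPNS2 and PGAM1 in groups A, B and C (x axis), 1 point per bird, with the mean ± SD of 5 birds as a black mark. For LOC107051274, β-alanine replicate 2 and L-histidine replicate 2 lie far above the other birds of their groups.

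In the direct comparison of groups C and B, MYO7B had a log2 difference of 0.82 (95% interval from 0.06 to 1.59), SERPINH1 of 0.48 (from 0.06 to 0.89), CAPNS2 of -0.44 (from -1.20 to 0.31) and PGAM1 of -0.22 (from -0.77 to 0.32). Their adjusted p lay between 0.983 and 0.983 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From its differential expression and enrichment analyses, set beside published work on meat quality, the paper proposes that these genes may be functional markers for meat tenderness, and states that muscle structure and metabolism were not examined.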

## Figures and Tables

**Figure 1:**
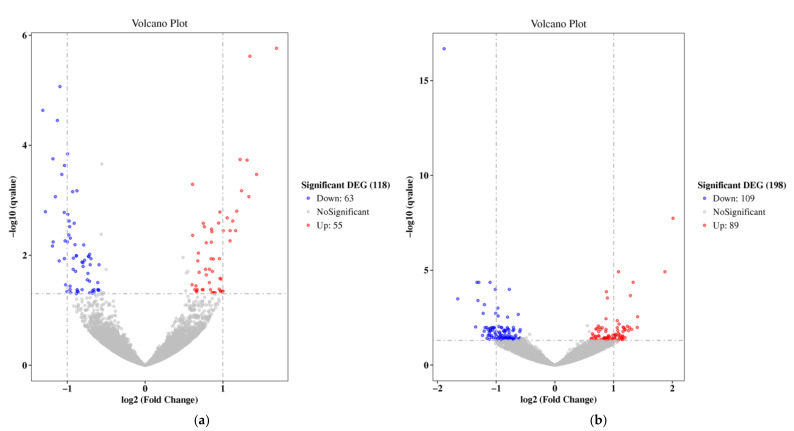
Scatter plot of differentially expressed genes: (**a**) volcano plot of the β-alanine supplementation; (**b**) volcano plot of the L-histidine supplementation.

**Figure 2:**
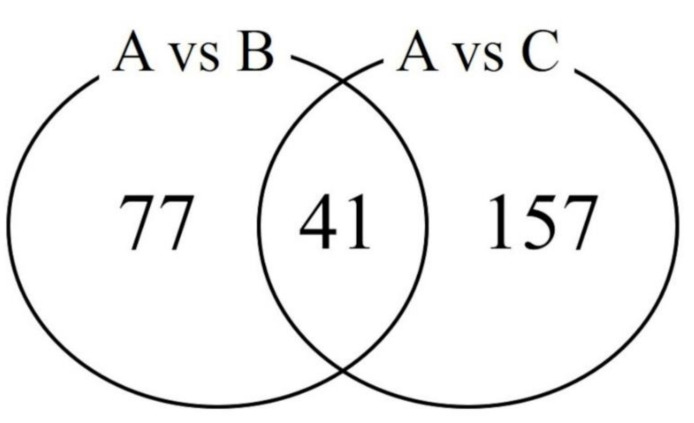
Number of differentially expressed genes in the β-alanine or L-histidine supplementation group compared to the non-supplemented group. A, B, and C represent the non-supplemented group, the β-alanine supplementation group, and the L-histidine supplementation group, respectively.

**Figure 3:**
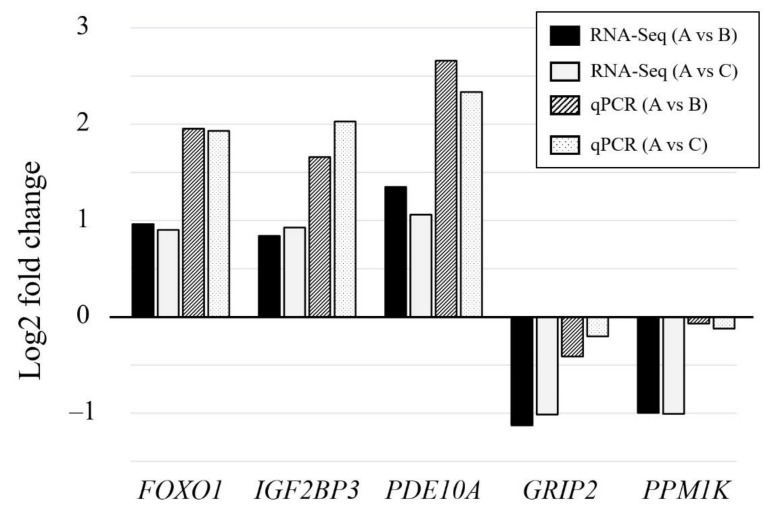
Validation of five DEGs detected from RNA-Seq analysis by qPCR. The *x*-axis represents the gene name and the *y*-axis represents the mRNA expression levels expressed in a fold change value. The expression levels obtained by RNA-Seq and qPCR are represented by solid fill and pattern fill columns, respectively. A, B, and C represent the non-supplemented group, the β-alanine supplementation group, and the L-histidine supplementation group, respectively. Gene abbreviation represents forkhead box O1 (*FOXO1*), insulin-like growth factor 2 mRNA binding protein 3 (*IGF2BP3*), phosphodiesterase 10A (*PDE10A*), glutamate receptor interacting protein 2 (*GRIP2*), and protein phosphatase Mg^2+^/Mn^2+^ dependent 1K (*PPM1K*), respectively.

**Table 1:** RNA-Seq reads and mapping rate of breast muscle samples from 15 chickens fed an experimental diet.

Sample ID ^1^	Raw Reads	Clean Reads	Q30 (%) ^2^	GC Content (%)	Total Mapped Read	Uniquely Mapped Reads	Multiple Mapped Reads	Mapping Rage (%)
A1	46,462,620	46,288,554	94.94	55.01	37,652,127	33,451,212	4,200,915	81.34
A2	47,166,518	47,013,356	95.04	54.01	39,871,968	35,898,964	3,973,004	84.81
A3	47,881,994	47,713,850	94.31	56.61	36,339,766	32,824,893	3,514,873	76.16
A4	43,994,624	43,820,892	94.49	56.25	33,585,942	28,618,863	4,967,079	76.64
A5	48,893,704	48,746,180	95.02	54.87	41,053,319	35,969,263	5,084,056	84.21
B1	46,163,116	46,008,446	94.76	54.55	38,295,423	34,456,408	3,839,015	83.24
B2	48,282,906	48,121,860	94.81	55.03	40,616,995	35,710,664	4,906,331	84.4
B3	47,914,044	47,776,800	94.63	55.36	39,450,436	36,438,554	3,011,882	82.57
B4	47,830,614	47,678,704	94.66	54.1	39,195,229	35,730,602	3,464,627	82.21
B5	46,867,322	46,705,710	94.61	54.5	38,611,389	35,737,411	2,873,978	82.67
C1	46,346,778	46,172,558	94.8	53.96	38,610,455	35,584,466	3,025,989	83.62
C2	46,252,972	46,087,264	94.89	53.78	39,318,314	36,417,362	2,900,952	85.31
C3	47,149,780	47,007,510	94.36	54.77	38,372,185	34,911,827	3,460,358	81.63
C4	48,618,940	48,452,690	95.0	54.46	40,454,304	36,297,707	4,156,597	83.49
C5	41,721,980	41,582,684	94.67	53.52	35,046,741	32,462,385	2,584,356	84.28
Average	46,769,860.8	46,611,803.8	94.73	54.71	38,431,639.5	34,700,705.4	3,730,934.1	82.43

^1^ Sample ID represents treatment group and biological replicate number. Treatment groups are A (non-supplemented), B (β-alanine supplementation), and C (L-histidine supplementation), respectively. A1, A2, A3, A4, and A5 indicate the five biological replicate breast muscle tissues in treatment group A, the rest of the groups (B and C) share the same name rules. ^2^ Q30 indicates the percentage of bases with a Phred value ≥ 30.

**Table 2:** Significantly enriched gene ontology terms in the β-alanine supplementation group compared to the non-supplemented group.

Category	Term ID	Term	Count	*p*-Value	Genes ^1^
Biological process	GO:0003151	Outflow tract morphogenesis	4	6.75 × 10^−4^	*BMP4↑, HEYL↓, DHRS3↑, SFRP2↓*
	GO:0007160	Cell-matrix adhesion	3	0.031	*OTOA↑, TSC1↑, ITGB1BP1↑*
	GO:0002043	Blood vessel endothelial cell proliferation involved in sprouting angiogenesis	2	0.034	*BMP4↑, ITGB1BP1↑*
Cellular component	GO:0009986	Cell surface	8	7.13 × 10^−4^	*ADAMTS15↓, RTN4RL1↓, SDC1↓, CFTR↑, VASN↓, PLA2R1↑, OTOA↑, THBD↓*
	GO:0005615	Extracellular space	12	0.001	*PXDNL↓, ADAMTS15↓, TST↓, BMP4↑, PLA2G15↑, VASN↓, TNFSF10↑, CPN1↓, SERPINH1↓, SFRP2↓, PPFIBP2↑, CTSV↑*
	GO:0016324	Apical plasma membrane	4	0.029	*CNTFR↓, CFTR↑, OTOA↑, AMOTL1↑*

^1^ Genes with up and down arrows represent those upregulated or downregulated in the supplementation group, respectively.

**Table 3:** Significantly enriched gene ontology terms in the L-histidine supplementation group compared to the non-supplemented group.

Category	Term ID	Term	Count	*p*-Value	Genes ^1^
Biological process	GO:0035556	Intracellular signal Transduction	10	5.68 × 10^−4^	*ASB8↓, ASB2↑, SGK1↑, PRKAA2↓, RGS9↑, ASB5↑, NUAK1↑, DAPK1↑, SPSB1↑, ARHGEF7↑*
	GO:0042752	Regulation of circadian rhythm	3	0.025	*PRKAA2↓, NOCT↓, PPARA↑*
	GO:0006094	Gluconeogenesis	3	0.032	*PFKFB4↓, PGAM1↓, CRY1↑*
	GO:0010629	Negative regulation of gene expression	4	0.038	*CDKN1A↓, CTGF↑, TIPARP↓, NOCT↓*
	GO:0009267	Cellular response to Starvation	3	0.039	*PRKAA2↓, MYOD1↑, PIK3C2B↓*
	GO:0042060	Wound healing	3	0.039	*PECAM1↑, PPARA↑, SLC11A1↓*
	GO:0032922	Circadian regulation of gene expression	3	0.045	*NOCT↓, PPARA↑, CRY1↑*
Molecular function	GO:0004722	Protein serine/threonine phosphatase activity	3	0.029	*PPM1K↓, PPM1J↓, PDP1↓*

^1^ Genes with up and down arrows represent those upregulated or downregulated in the supplementation group, respectively.

**Table 4:** Significantly enriched KEGG pathway in the β-alanine or L-histidine supplementation groups compared to the non-supplemented group.

Term	Count	*p*-Value	Genes ^1^
β-alanine supplementation			
gga04068: FoxO signaling pathway	5	0.008	*FOXO1*↑, *CCNG2*↑, *TNFSF10*↑, *G6PC3*↓, *IRS2*↑
gga04910: Insulin signaling pathway	4	0.044	*FOXO1*↑, *G6PC3*↓, *IRS2*↑, *TSC1*↑
L-histidine supplementation			
gga04068: FoxO signaling pathway	6	0.008	*CDKN1A*↓, *SGK1*↑, *PRKAA2*↓, *FOXO1*↑, *TNFSF10*↑, *IRS2*↑
gga04931: Insulin resistance	5	0.018	*PRKAA2*↓, *FOXO1*↑, *PPARA*↑, *CREB5*↑, *IRS2*↑
gga04920: Adipocytokine signaling pathway	4	0.029	*ACSBG1*↑, *PRKAA2*↓, *PPARA*↑, *IRS2*↑

^1^ Genes with up and down arrows represent that upregulated or downregulated in the supplementation group, respectively.

## Data Availability

Raw sequencing data are accessible through GEO Series accession number GSE179643 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179643). All data generated or analyzed during this study available from the corresponding authors on reasonable request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ani11092596/s1, Table S1: Composition of the experimental diet, Table S2: List of primer sequences for quantitative PCR, Table S3: Differentially expressed genes in the β-alanine supplementation group compared to the non-supplemented group, Table S4: Differentially expressed genes in the L-histidine supplementation group compared to the non-supplemented group, Table S5: Gene ontology terms for the differentially expressed genes in the β-alanine or L-histidine supplementation groups compared to the non-supplemented group.

# Supplementary material for: RNA Profiles of the Korat Chicken Breast Muscle with Increased Carnosine Content Produced through Dietary Supplementation with β-Alanine or L-Histidine
**Source:** Animals (Basel). 2021 Sep 3;11(9):2596. doi: 10.3390/ani11092596
**Supplement:** Supplementary file 1

Table S2. List of primer sequences for quantitative PCR.

Gene ¹	Primer sequence (5'-3')	Product size (bp)	GenBank accession number
<i>FOXO1</i>	F: ACAGTTGGGTGTCAGGCTAGG	139	NM_204328.1
	R: ATGCGCACAGCTTTGTCAAGA		
<i>IGF2BP3</i>	F: TCCTGCAGTGAGTGTTGCCT	103	NM_001006359
	R: TGCCAAGGCTGGGATGAACA		
<i>PDE10A</i>	F: AAGATCTCGCAAGCCACACG	72	XM_004935554.3
	R: TGCATCCATGAGCCCCTTCTC		
<i>GRIP2</i>	F: ACACGGTGGAAGTGAAGCGA	139	XM_040646724.1
	R: TCACCGATGTGGATGGCTCC		
<i>PPM1K</i>	F: GCCCTGCTGTGTCGAAAAGG	164	XM_420574.6
	R: CCTATGCTCCGCGTCATTGC		
<i>ACBT</i>	F: TGACCGCGTTACTCCCACAG	90	NM_205518.1
	R: CGAAACCGGCCTTGCACATA		

¹ Gene abbreviation represents forkhead box O1 (*FOXO1*), insulin-like growth factor 2 mRNA binding protein 3 (*IGF2BP3*), phosphodiesterase 10A (*PDE10A*), glutamate receptor interacting protein 2 (*GRIP2*), and protein phosphatase Mg²⁺/Mn²⁺ dependent 1K (*PPM1K*), respectively.

How the deposited data were processed for this re-analysis (not part of the article)

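Breast muscle from 15 female Korat chickens was analysed, with 5 birds in each of the groups fed no supplement, 1% β-alanine and 0.5% L-histidine, and 1 library per bird. The authors trimmed the reads with cutadapt 1.9.1, aligned them to GRCg6a with HISAT2 2.0.1 and counted fragments per gene with HTSeq 0.6.1, which gave the whole-number count of each gene in each bird as deposited. The deposited FPKM were made by the authors from these counts by division by the exonic length and the library total. The depth was 10620229 to 15381547 counted fragments per bird, and the number of genes tested was 11858 after a filter on a mean deposited FPKM of at least 0.2.

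The tests were planned for FPKM with limma, and since the table holds counts, edgeR was used in its place, with the planned groups, filter and thresholds. Counts were scaled by relative log expression and fitted with edgeR 4.0.16 in R 4.3.3 (1 fit of all 15 birds without covariates, 12 residual degrees of freedom, robust fitting off), and 3 contrasts were tested with the quasi-likelihood test and adjusted by Benjamini and Hochberg's method over 11858 genes. A call needed an adjusted p under 0.05 and a fold change of at least 1.5. Standard errors of log2 fold changes were taken from the F statistic, and intervals are at 95%. DESeq2 1.42.0 was run on the same counts with all 15 birds, without the filter on FPKM (15897 genes with at least 1 count). Normalized FPKM are the count divided by the exonic length and the scaled library size. Without this scaling, the median log2 fold change of all genes was 0.18 in the β-alanine group and 0.29 in the L-histidine group, and fold changes are reported relative to the scaled libraries.

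Gene lists for pathways, fibre types and cell types were written before the deposited counts were examined, but after Tables S3 and S4 of the paper had been seen. With camera of limma 3.58.1, 29 lists with at least 5 measured members were tested in each supplemented group (preset correlation 0.01, p-values adjusted over 58 tests), then with a correlation estimated for each list. Of the 16 mitochondrially encoded genes, 0 were measured, so that list was not tested. Lists taken from the paper were counted only. In every list, members that passed or that DESeq2 called were counted by the p limit alone, without the fold limit. Genes are named where the paper names them, where they are among the 10 with the largest fold change in each direction past the thresholds with all 5 supplemented birds on 1 side of the control mean, or where they are among the members of a list with the smallest p. No gene passed with edgeR, so the second part of this rule was applied to the calls of DESeq2, a choice made after the counts were seen. Values of Tables S3 and S4 had been seen when the rule was written.

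Alternatives to the scaling, the filter, the offset on the log scale, the model, the covariates and the birds included were run, and each bird was left out in turn. Whether the shared control birds alone bring the fold changes together was examined with simulated groups and with split controls, which could not decide it. Each count was set beside other splits of the birds. The gene length trend of a library was removed in 1 alternative by a lowess curve (span 0.5), on log2 exonic length, of the deviation of its log2 CPM (prior count 1) from the mean of all libraries, entered as an offset. The fits were tested on simulated data, in which edgeR recovered 38.8% of genes with a 2-fold change and 86.4% of genes with a 4-fold change in the β-alanine comparison. DESeq2 recovered 62.7% and 89.4% of these genes in that comparison. Of the calls made on these data, 4.40% and 1.18% were false with edgeR and 14.5% and 10.2% with DESeq2 in the β-alanine and L-histidine comparisons, at an adjusted p limit of 0.05. The simulation used edgeR's own dispersions, independently drawn genes and a single data set per comparison, which limits a comparison of the tools. Chromosome names come from the positions of the same gene symbols in a later build, and coordinates are 1-based on GRCg6a. The qPCR measurements and the enrichment of ontology terms and pathways were not analysed here.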

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

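The tests in this part were chosen after the results were seen, except the test of hindlimb genes. The alternative settings they use were set in advance, except those listed in the next part as chosen after the data were seen. The gaps between birds were tested on 8 library measures and 43 genes that the paper names by a rule set in advance.

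A bird was counted as far from the others of its group when its gap to the nearest bird took more than 0.71 of the range of the group. This happened in 17 of 153 groups tested, where about 1 in 20 (7.65 groups) is the rate for normally distributed values. That shape was not tested, and all 15 flagged gene values lay above the rest of their group, so 17 is not read as an excess. Control replicate 4 had the smallest library, with 10620229 counts, and the largest share of counts in the 10 most abundant genes, 40.7%. In L-histidine replicate 2, the normalized FPKM were 81.4 for LOC107051274, 13.7 for SLC6A6, 7.26 for MYH15, 3.50 for COL20A1 and 1.47 for ACSBG1, each above the other 4 birds of the group. The fat droplet gene PLIN1 stood apart in control replicate 5 (45.9) and L-histidine replicate 4 (30.9), and so did the lipogenic gene THRSP in the same birds (42.2 and 25.1). Further values above the rest of their group were 4.33 for IRS2 in control replicate 3, 6.49 for VWA1 in control replicate 1, 8.11 for SGK1 in β-alanine replicate 3, 3.56 for CREB5 in β-alanine replicate 1, 22.4 for LOC107051274 in β-alanine replicate 2 and 1.40 for GRIP2 in β-alanine replicate 4.

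Among genes that the paper does not discuss, 14 of the 19 slow-fibre markers were highest in L-histidine replicate 2. Immune cell markers had a median log2 fold change of 0.55 in the β-alanine group and 0.66 in the L-histidine group, where it was 0.26 without L-histidine replicate 2 (camera adjusted p = 0.0787). Genes of muscle atrophy and autophagy had a median of 0.28 in the β-alanine group.

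The slow-fibre genes of L-histidine replicate 2 were weighed first. An effect of the diet on all 5 birds is argued against by the median log2 fold change of the slow-fibre markers, -0.28 without this bird against 3.96 with it, and a gene length trend of the library by a median of 4.41 after the length correction. With control replicates 3 and 4 left out as well, the median without this bird was 0.47 (camera adjusted p = 0.368), so its sign depends on the control birds. RNA of a slow muscle or a slow region in the sample predicts that fast-fibre markers are low in the same bird, and 10 of the 12 fast-fibre markers were lowest there, while the most abundant slow markers highest in it were FABP3, MYL3 and TNNT1 (2804, 1741 and 1565 normalized FPKM, against at most 1060, 15.0 and 22.8 in the other birds) and the still more abundant TNNC1 was not highest in it. This may therefore be a sample that holds slow muscle, a hypothesis found and tested on the same birds. A leg muscle as its source cannot be told apart, since 0 of 4 hindlimb genes were over 3 times the other birds and their counts are too low to decide (PITX1 had 15 counts against at most 6).

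Genes of oxidative phosphorylation were lower in both supplemented groups, with medians of -0.36 in the β-alanine group and -0.54 in the L-histidine group, but the camera adjusted p was 0.698 and 0.663 with an estimated correlation. With the preset correlation, the calls held with a GC covariate, but the medians were -0.13 and -0.13. In the β-alanine group, the camera adjusted p was 0.806 without control replicates 3 and 4 (median 0.00850), so the difference there may come from these control birds. In the L-histidine group, it was 4.71e-07 without them, with a smaller median of -0.15. As this p rests on the preset correlation and the list does not pass with an estimated one, it cannot decide whether these birds are the whole source. After the gene length correction, the camera adjusted p was 4.21e-04 and 2.60e-06 (medians -0.21 and -0.24), which cannot decide on the length trend for the same reason. The list no longer passed with a replicate block and a GC covariate in either group (0.116 and 0.180). Over all alternatives, its adjusted p was 4.33e-14 to 0.806 with β-alanine and 6.99e-27 to 0.180 with L-histidine. An effect of the diet, control replicates 3 and 4, the length trend, other library quality and fibre content stay open.

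The fold changes of the supplements ran together (covariance 0.186). With split controls, the covariance was lower but positive in all 20 fits (0.0459 to 0.157). Where control replicates 3 and 4 stood in the same part, it was 0.0459 to 0.104 (8 fits). These fits reuse the same birds, and no regrouping of the birds was run for the covariance. They therefore cannot decide whether shared control birds alone are the source. The gene length trend is argued against by a covariance of 0.172 after the correction. For the FoxO list, the adjusted p after that correction was 0.105 in both groups as the medians fell to 0.08 and 0.14 (range over all alternatives 0.00221 to 0.105 with β-alanine and 0.00234 to 0.127 with L-histidine), so the trend as its source cannot be told apart from an effect of the diet. An effect common to both diets may remain as a hypothesis, beside shared control birds and untested differences between the birds of group A and the others.

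Splits of the same birds into groups of 5 were counted, 100 for each comparison with edgeR and camera. The real grouping is 1 of them and is counted in every tally below. With 0 genes called in each comparison, 100 of 100 splits give at least as many whatever the data, which says nothing about chance, and the highest other split called 2 genes with β-alanine, 70 with L-histidine and 1 between the supplements. The split with 70 genes may point to a structure of the samples, which was not tested. For genes at an unadjusted p under 0.05, chance could not be excluded: 16 splits gave at least the real 1262 genes with β-alanine (highest other 2669), 6 at least the real 2273 with L-histidine (highest other 3253) and 54 at least the real 477 between the supplements (highest other 1091). Nor could it for gene lists adjusted within 1 comparison: 14 splits gave at least the real 12 lists with β-alanine (highest other 16), 46 at least the real 9 with L-histidine (highest other 16) and 12 at least the real 14 between the supplements (highest other 17). With DESeq2, shrunken fold changes and only the groups compared, 4 of 50 splits gave at least the real 71 genes with β-alanine (highest other 469, which may again point to such a structure), so chance could not be excluded. With L-histidine, 1 of 50, the real one, gave 91 genes (highest other 69), but 5 splits that reached the real count of unadjusted genes with edgeR were not among these 50. Over the 100 splits drawn for edgeR, 6 gave at least the real count with β-alanine (highest other 469) and 6 with L-histidine (highest other 707, which may point to a structure as well), so chance could not be excluded in either comparison.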

How the results depend on the processing

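Scaling by TMM, limma-trend, DESeq2 with only the groups compared, the gene length correction and the setting without control replicates 3 and 4 and L-histidine replicate 2 were chosen after the data were seen, and the other alternatives before. Of 5652 values of 81 named genes under the alternatives, 122 had the other sign, and 0 of them had both values beyond their standard error, while 158 values passed the test with the same sign and 5372 kept their sign and side of the threshold. Of the list tests, 1696 kept their direction and side of the threshold, 75 passed where they had not and 90 no longer passed, each in the same direction, and 167 changed direction. Of these 167, 9 no longer passed, 5 passed where they had not and 1 passed in the other direction. With 5 birds per group, few small changes pass. In simulated data, edgeR recovered 5.97% of genes changed 1.5-fold with β-alanine and 1.49% with L-histidine, and DESeq2 recovered 7.46% and 14.9%. What depth limits was not tested. Where values changed, the cause was not tested.

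Against 0 genes called with β-alanine, quantile normalization gave 1, library weights 20, a replicate block with a GC covariate 1, DESeq2 56, DESeq2 with shrunken fold changes 58 and with only the groups compared as well 71. With L-histidine, the fit of only the groups compared gave 1, and these settings of DESeq2 gave 225, 206 and 91. Between the supplements, DESeq2 with shrunken fold changes and only the groups compared gave 1, and genes shared by both supplements were 20, 20 and 16 under DESeq2 against 0. Without any 1 bird, the counts were 0 to 1 with β-alanine (1 without β-alanine replicate 2 or 4) and 0 to 2 with L-histidine (2 without L-histidine replicate 3). The correlation of the fold changes, 0.562, was 0.675 with quantile normalization, 0.730 with an offset of 0.01, 0.747 with an offset of 1, 0.671 with library weights, 0.697 with a multi-mapped covariate, 0.447 with DESeq2, 0.757 with shrunken fold changes and 0.759 with only the groups compared as well, 0.732 with limma-trend, 0.705 without control replicates 3 and 4 and L-histidine replicate 2, and 0.510 to 0.711 without any 1 bird. Of 58 list tests, 20 passed, 11 with a replicate block and a GC covariate and 0 with an estimated correlation.

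The replicate number as a block gave a correlation of 0.690, and 0.731 with a GC covariate, and it called 0 genes in each comparison, or 1 with β-alanine with that covariate. Birds with the same number showed little common deviation: 5 of 15 pairs correlated above 0.1, and the mean correlation was 0.027 against -0.0065 for different numbers. Of 15 birds, 6 correlated best with a bird of their own number. Whether this exceeds chance was not tested, so a pairing by number is neither shown nor excluded.

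Values of the other direction follow, as log2 fold changes for genes and camera adjusted p for lists, with β-alanine (β) and L-histidine (H). Under unscaled libraries, genes β: PFKFB4 0.0259, SLC11A1 0.0184, CARNS1 0.0113, COL3A1 0.0233 / H: CPN1 0.24, SERPINH1 0.0824, CARNS1 0.00911, CAPN3 0.20, PCOLCE2 0.24, and lists β: nerve 0.977 / H: slow fibre 0.977. Under quantile normalization, genes β: NOCT 0.0495, CARNS1 0.00607, VWA1 -0.00984, COL3A1 0.0920, TPI1 0.0987 / H: SERPINH1 0.0106, CAPN3 0.15, COL16A1 -0.22, PCOLCE2 0.0502, and lists β: ribosome 0.0214, fibroblast 0.960 / H: myosin 0.670, ASB 0.960, ribosome 0.960, heat shock 0.324, adipocyte 0.925, red cell 0.960, smooth muscle 0.960, satellite 0.605. Under an offset of 0.01, genes β: MYH15 0.0123 / H: COL16A1 -0.0431, and lists H: adipocyte 0.892. Under no filter, lists β: amino acid 0.948 / H: red cell 0.995. Under a filter at a mean FPKM of 1, lists β: carnosine 0.694, other matrix 0.999 / H: carnosine 0.694, calpain 0.973, ASB 0.922, adipocyte 0.962, smooth muscle 0.962, satellite 0.962. Under only the groups compared, lists H: ASB 0.918. Under library weights, genes β: NOCT 0.23, COL20A1 -0.25, VWA1 -0.0400 / H: CAPN2 -0.00382, CAPN3 0.0201, COL16A1 -0.47, COL20A1 -0.0492, COL3A1 -0.12, and lists β: other matrix 0.470, ribosome 0.117 / H: collagen 0.430, other matrix 0.867, fat storage 0.996, ASB 0.848, heat shock 0.994, red cell 0.539, smooth muscle 0.777, fibroblast 0.390. Under control replicates 3 and 4 left out, genes β: PFKFB4 0.0504, SLC11A1 0.0897, COL20A1 -0.29, VWA1 -0.0970 / H: CPN1 0.0290, COL16A1 -0.0604, PCOLCE2 0.0374, COL3A1 -0.0561, and lists β: slow fibre 0.457, other matrix 0.217, insulin 0.971, oxidative phosphorylation 0.806, mitochondrial ribosome 0.0993, ribosome 4.71e-07, nerve 0.981 / H: myosin 0.885, collagen 0.812, ASB 0.562, ribosome 0.824, heat shock 0.806, red cell 0.128, fibroblast 0.806, satellite 0.119. Under a GC covariate, genes β: PPARA -0.00435, COL20A1 -0.15, VWA1 -0.11 / H: COL16A1 -0.30, COL20A1 -0.00218, PCOLCE2 0.0649, VWA1 -0.11, COL3A1 -0.12, and lists β: other matrix 0.547, ribosome 0.0122, nerve 0.761 / H: collagen 0.540, other matrix 0.654, fat storage 0.829, ASB 0.0836, ribosome 0.0216, heat shock 0.607, red cell 0.230, fibroblast 0.513, satellite 0.170. Under a multi-mapped covariate, genes β: PFKFB4 0.0424, SLC6A6 -0.11, COL16A1 -0.13, COL20A1 -0.47, PCOLCE2 -0.30, VWA1 -0.0579 / H: CPN1 0.15, CAPN2 -0.0615, COL16A1 -0.48, COL20A1 -0.36, COL3A1 -0.25, PLIN1 0.72, THRSP 1.40, and lists β: other matrix 0.0780, nerve 0.358 / H: collagen 0.136, other matrix 0.216, ASB 0.157, adipocyte 0.414, fibroblast 0.0780. Under a replicate block, genes β: MYH15 0.0332 / H: PCOLCE2 0.00785, and lists β: fibroblast 0.965 / H: calpain 0.964, adipocyte 0.962. Under a replicate block with a GC covariate, genes β: PPARA -0.0512, PFKFB4 0.0335, SLC11A1 6.93e-04, COL20A1 -0.50, VWA1 -0.10 / H: CPN1 0.56, COL16A1 -0.44, COL20A1 -0.67, PCOLCE2 0.45, VWA1 -0.11, COL3A1 -0.10, PLIN1 2.37, THRSP 3.67, and lists β: other matrix 0.488, ribosome 0.0807, nerve 0.978 / H: collagen 0.488, other matrix 0.384, ASB 0.608, ribosome 0.271, adipocyte 0.276, red cell 0.675, fibroblast 0.650, satellite 0.650. Under DESeq2, lists β: amino acid 0.921 / H: slow fibre 0.568. Under DESeq2 with shrunken fold changes, lists β: amino acid 0.906 / H: slow fibre 0.573. Under limma-trend, genes H: COL16A1 -0.0298, and lists H: adipocyte 0.924. Under DESeq2 with shrunken fold changes and only the groups compared, lists H: slow fibre 0.617, ASB 0.933. Under control replicates 3 and 4 and L-histidine replicate 2 left out, genes β: PFKFB4 0.0489, SLC11A1 0.0889, COL20A1 -0.29, VWA1 -0.0983 / H: CAPN2 -0.0362, COL16A1 -0.49, COL20A1 -0.36, VWA1 -0.0143, COL3A1 -0.17, and lists β: slow fibre 0.351, other matrix 0.236, insulin 0.892, oxidative phosphorylation 0.755, mitochondrial ribosome 0.0977, ribosome 2.69e-07, nerve 0.985 / H: collagen 0.173, other matrix 0.299, fat storage 0.414, ASB 0.101, ribosome 0.633, red cell 0.310, fibroblast 0.148, satellite 0.633. Under the gene length correction, genes β: COL20A1 -0.0355, VWA1 -0.0344 / H: CPN1 0.0771, COL16A1 -0.0597, COL3A1 -0.0635, and lists β: insulin 0.748, ribosome 0.0306 / H: carnosine 0.955, collagen 0.775, calpain 0.715, insulin 0.810, ribosome 0.0636, heat shock 0.810, adipocyte 0.810, red cell 0.699, satellite 0.789. Where leaving out a bird turned the direction, the lowest and highest values over the 15 fits without 1 bird were, for genes, β: ACSBG1 -0.50 to 0.11, MYH15 -0.81 to 0.62, COL20A1 -0.20 to 0.37, PCOLCE2 -0.10 to 0.41, VWA1 -0.10 to 0.18, COL3A1 -0.28 to 0.11 / H: CPN1 -0.64 to 0.13, CAPN3 -0.26 to 0.0310, COL16A1 -0.33 to 0.29, COL20A1 -0.0465 to 0.74, PCOLCE2 -0.27 to 0.22, COL3A1 -0.0401 to 0.35, PLIN1 -2.40 to 1.73, THRSP -2.86 to 1.63, and for lists, β: carnosine 0.772 to 0.985, other matrix 0.190 to 0.960, insulin 0.593 to 0.994, ribosome 0.00295 to 0.937, amino acid 0.565 to 0.973, fibroblast 0.0307 to 0.994, nerve 0.202 to 0.989 / H: carnosine 0.774 to 0.994, myosin 0.124 to 0.988, slow fibre 0.0233 to 0.519, collagen 0.0974 to 0.989, calpain 0.722 to 0.994, ASB 0.649 to 0.998, heat shock 0.375 to 0.983, adipocyte 0.351 to 0.998, red cell 0.619 to 0.994, smooth muscle 0.571 to 0.973, fibroblast 0.0346 to 0.911, satellite 0.326 to 0.973.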

Differences from the paper's values

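The alternatives in this part were set before the data were examined, except limma-trend, TMM, the gene length correction, the setting without control replicates 3 and 4 and L-histidine replicate 2, and DESeq2 with shrunken fold changes and only the groups compared, which were chosen after the values were seen.

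At the paper's thresholds (adjusted p under 0.05 and 1.5-fold), edgeR called 0 genes in each comparison, where the paper counts 118 with β-alanine (55 higher and 63 lower) and 198 with L-histidine (89 higher and 109 lower). The paper's 77 and 157 genes found with 1 supplement alone and 41 shared genes stand beside 0 here. Unadjusted p under 0.05 was reached by 1262 and 2273 genes with edgeR. For L-histidine, DESeq2 came within 1.5 times of the paper's counts with fold changes not shrunken (225 genes, 76 higher and 149 lower, 205 with this supplement alone) and shrunken (206 genes, 67 higher and 139 lower, 186 with this supplement alone), and no other alternative did. For β-alanine and for the shared genes, none of these alternatives came within 1.5 times of the paper's counts: DESeq2 called 56 and 58 genes with β-alanine and 20 in both groups under either setting. Of the paper's genes, DESeq2 called 54 with β-alanine and 129 with L-histidine when fold changes were not shrunken (64 and 69 not called), and 58 and 127 when they were shrunken (60 and 71 not called). With only the groups compared, it called 70 and 86 of them (48 and 112 not called).

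Of 30 log2 fold changes set beside the paper's, 6 differ by more than the error. For IRS2 with β-alanine, the log2 fold change was 1.38 here and 0.954 in the paper's table. The values were within the error of each other under an offset of 1 (1.07) and DESeq2 with shrunken fold changes (0.89), and without any 1 of control replicate 1, control replicate 2, control replicate 4, control replicate 5, β-alanine replicate 2 and β-alanine replicate 3 (1.12 to 1.34), and not under the other alternatives set before the data were examined. For LOC107051274 with β-alanine, it was 3.04 here and 0.971 in the paper's table. The values were within the error of each other under an offset of 1 (1.54) and library weights (2.27), and without β-alanine replicate 2 (1.83), and not under the other alternatives set before the data were examined. For CAPNS2 with β-alanine, it was 1.52 here and 0.971 in the paper's table. The values were within the error of each other under quantile normalization (1.15), library weights (1.30) and DESeq2 with shrunken fold changes (0.98), and without β-alanine replicate 5 (1.29), and not under the other alternatives set before the data were examined. For IRS2 with L-histidine, it was 1.63 here and 1.19 in the paper's table. The values were within the error of each other under quantile normalization (1.59), an offset of 1 (1.24), only the groups compared (1.63) and DESeq2 with shrunken fold changes (1.05), and without any 1 of control replicate 1, control replicate 2, control replicate 4, control replicate 5, β-alanine replicate 1, β-alanine replicate 3, L-histidine replicate 2 and L-histidine replicate 4 (1.41 to 1.63), and not under the other alternatives set before the data were examined. For CREB5 with L-histidine, it was 2.01 here and 1.41 in the paper's table. The values were within the error of each other under quantile normalization (1.37), an offset of 0.01 (1.67), library weights (1.38), control replicates 3 and 4 left out (1.82), a GC covariate (1.31), a multi-mapped covariate (1.87), a replicate block (1.90) and a replicate block with a GC covariate (1.89), and without any 1 of control replicate 1, control replicate 2, control replicate 3, control replicate 4, β-alanine replicate 4, β-alanine replicate 5, L-histidine replicate 2, L-histidine replicate 4 and L-histidine replicate 5 (1.48 to 2.04), and not under the other alternatives set before the data were examined. For ACSBG1 with L-histidine, it was 1.72 here and 1.15 in the paper's table. The values were within the error of each other under quantile normalization (1.06), an offset of 0.01 (1.67), library weights (1.65), control replicates 3 and 4 left out (1.51), a GC covariate (1.05), a replicate block (1.69), a replicate block with a GC covariate (0.66) and DESeq2 with shrunken fold changes (0.99), and without any 1 of control replicate 3, control replicate 4, control replicate 5 and L-histidine replicate 2 (1.24 to 1.66), and not under the other alternatives set before the data were examined.

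Among the settings chosen after the values were seen, DESeq2 with shrunken fold changes and only the groups compared came within the error of the paper's value for all 6: IRS2 (0.92), LOC107051274 (0.90) and CAPNS2 (0.92) with β-alanine, and IRS2 (1.16), CREB5 (1.36) and ACSBG1 (1.12) with L-histidine. Chosen after the values were seen, it drops 48 and 112 of the genes the paper calls with β-alanine and L-histidine. Also chosen after the values were seen, and calling 0 of the 118 and 198 genes of the paper, the gene length correction came within the error for IRS2 with β-alanine (1.14) and for IRS2 (1.24), CREB5 (1.75) and ACSBG1 (1.62) with L-histidine. So did limma-trend and the setting without control replicates 3 and 4 and L-histidine replicate 2 for CREB5 (1.54 and 1.30) and ACSBG1 (1.30 and 1.03) with L-histidine. TMM did so for 0 of the 6.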

Other observations

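The tests in this part were set before the deposited counts were examined, with lists written after Tables S3 and S4 of the paper had been read. Their ranges over all alternatives also hold TMM, limma-trend, DESeq2 on only the groups compared, the gene length correction and the setting without control replicates 3 and 4 and L-histidine replicate 2, which were chosen after the data were seen.

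Mitochondrial genes were lower in both supplemented groups with all birds. Of 73 measured genes of oxidative phosphorylation, 68 had negative fold changes in the β-alanine group and 72 in the L-histidine group (camera adjusted p = 9.19e-10 and 1.50e-19, and adjusted p = 0.698 and 0.663 with an estimated correlation). With β-alanine, the median was 0.00850 without control replicates 3 and 4, and the direction turned upward (adjusted p = 0.806). NDUFC2, a subunit of complex I, had a log2 fold change of -0.53 and -0.72 (standard error 0.20 in both, n = 5 birds in each group), and SDHC, a subunit of complex II, one of -0.63 and -0.74 (standard error 0.24 in both). By edgeR's quasi-likelihood test, 0 of the 73 passed over all genes in either group, 0 were higher and 15 lower with β-alanine and 0 higher and 49 lower with L-histidine at an unadjusted p under 0.05. When adjusted over the list alone, 0 and 36 were lower. DESeq2 called 0 genes with β-alanine and 10 lower with L-histidine. Genes of the mitochondrial ribosome and protein import fell as well (medians -0.30 and -0.46, camera adjusted p = 2.36e-06 and 6.77e-16, and adjusted p = 0.758 and 0.663 with an estimated correlation), among them MRPL51, a ribosomal protein, at -0.36 (standard error 0.30) and -1.12 (standard error 0.31). Without control replicates 3 and 4, the adjusted p of that list was 0.0993 with β-alanine (median 0.10, range over all alternatives 8.57e-10 to 0.630). It also no longer passed with quantile normalization (0.0865), library weights (0.153), a GC covariate (0.547), a multi-mapped covariate (0.0698) and a replicate block with a GC covariate (0.629). With L-histidine, the median was -0.13 without these birds and -0.07 with a GC covariate, and the list no longer passed with a GC covariate (0.167) and a replicate block with a GC covariate (0.384) (range over all alternatives 4.27e-21 to 0.384). Cytosolic ribosomal proteins fell with L-histidine (median -0.30, camera adjusted p = 2.11e-06, and adjusted p = 0.820 with an estimated correlation), with RPS29 at -0.78 (standard error 0.23), but their median was 0.04 without control replicates 3 and 4 (adjusted p = 0.824, range over all alternatives 7.21e-10 to 0.960) and 0.14 with a GC covariate (adjusted p = 0.0216). The list also turned upward with quantile normalization (0.960), a replicate block with a GC covariate (0.271) and the gene length correction (0.0636). In the β-alanine group, their median was -0.13 (camera adjusted p = 0.111) and 0.20 without these birds (adjusted p = 4.71e-07, range 2.69e-07 to 0.937). There, the list also passed upward with quantile normalization (0.0214), a GC covariate (0.0122) and the gene length correction (0.0306). It passed downward with no filter (0.0281), with DESeq2 (0.00909, or 0.00941 shrunken and 0.0157 shrunken on only the groups compared) and without control replicate 1, 2 or 5 or β-alanine replicate 3 or 5 (0.00295 to 0.0454).

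Genes of muscle atrophy and autophagy rose with β-alanine (camera adjusted p = 5.80e-04, and adjusted p = 0.663 with an estimated correlation), and in the L-histidine group, their median was -0.08 (camera adjusted p = 0.565). There, the median turned to 0.07 without control replicates 3 and 4 and 0.16 with a GC covariate, and the list passed upward with quantile normalization (0.0386), a GC covariate (0.0122), a multi-mapped covariate (0.0137), a replicate block with a GC covariate (1.34e-04) and control replicates 3 and 4 and L-histidine replicate 2 left out (0.0242), so a contrast between the diets is not shown. SESN2, a stress-induced inhibitor of mTOR, had a log2 fold change of 1.03 with β-alanine (standard error 0.40) and -0.23 with L-histidine (standard error 0.40). Among ubiquitin ligase adaptors of muscle, ASB5 had 0.76 and 0.81 (standard error 0.23 in both) and ASB12 -1.23 and -0.97 (standard error 0.36 in both), and the list went both ways (medians -0.13 and -0.13, camera adjusted p = 0.654 and 0.979). Immune cell markers rose in both groups (camera adjusted p = 5.80e-04 and 7.06e-04, and adjusted p = 0.758 and 0.762 with an estimated correlation), with the chemokine receptor CXCR4 at 1.21 and 1.65 (standard error 0.41 in both). Without L-histidine replicate 2, their median with L-histidine was 0.26 (adjusted p = 0.0787, range over all alternatives 4.21e-08 to 0.302). The list also no longer passed with library weights (0.0706), a GC covariate (0.0557), a multi-mapped covariate (0.100) and control replicate 2 left out (0.0753). With β-alanine, it no longer passed with library weights (0.0546), a multi-mapped covariate (0.0591) and control replicate 2 left out (0.113) (range 1.06e-05 to 0.113). Fast-fibre markers fell in both groups (medians -0.35 and -0.59, camera adjusted p = 0.00247 and 1.76e-04, and adjusted p = 0.698 and 0.663 with an estimated correlation), with an adjusted p of 0.130 for β-alanine without control replicates 3 and 4 (range over all alternatives 9.20e-05 to 0.727). They also no longer passed with quantile normalization (0.727) and a multi-mapped covariate (0.100) for β-alanine, and with quantile normalization (0.851) for L-histidine. With L-histidine, their median was -0.34 without control replicates 3 and 4, -0.33 with a GC covariate and -0.25 without L-histidine replicate 2 as well as these controls. Slow-fibre markers passed in neither group (camera adjusted p = 0.493 and 0.238). For β-alanine, they passed downward with unscaled libraries (0.0365). For L-histidine, they passed upward with control replicates 3 and 4 left out (0.0190) and with L-histidine replicate 5 left out (0.0233). With L-histidine replicate 2 left out as well as control replicates 3 and 4, their median with L-histidine was 0.47 (0.368).

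Among the other lists, with β-alanine and L-histidine in this order, smooth muscle markers had medians -0.35 and -0.06, camera adjusted p = 0.0493 and 0.958 (adjusted p = 0.698 with an estimated correlation for β-alanine). Satellite cell markers had medians -0.30 and -0.09, camera adjusted p = 0.0387 and 0.958 (adjusted p = 0.698 with an estimated correlation, and 0.806 without control replicates 3 and 4 in a range of 0.00660 to 0.806, for β-alanine). Smooth muscle markers no longer passed with quantile normalization (0.0882), an offset of 0.01 (0.0553) or 1 (0.0691), limma-trend (0.0543), library weights (0.223) or a filter at a mean FPKM of 1. Nor did they without control replicate 1, 2 or 4, β-alanine replicate 2 or 3 or L-histidine replicate 3 (0.0555 to 0.447). Satellite cell markers no longer passed with quantile normalization (0.202), a filter at a mean FPKM of 1 (0.0807), library weights (0.353), a GC covariate (0.170), a replicate block with a GC covariate (0.180), the gene length correction (0.0924), control replicate 3 left out (0.126), control replicate 4 left out (0.124) and β-alanine replicate 2 left out (0.264). The remaining cell types passed in neither group: adipocyte markers (medians -0.55 and -0.30, camera adjusted p = 0.0510 and 0.979), endothelial markers (medians -0.18 and 0.11, camera adjusted p = 0.111 and 0.612), fibroblast markers (medians -0.13 and 0.15, camera adjusted p = 0.938 and 0.377), red blood cell markers (medians 0.38 and -0.13, camera adjusted p = 0.377 and 0.938) and nerve markers (medians 0.29 and -0.23, camera adjusted p = 0.938 and 0.432). Adipocyte markers did pass downward with β-alanine under 20 of 36 settings, with the smallest adjusted p of 0.00323 with DESeq2, and with a median of -0.91 without control replicates 3 and 4 (0.00939) and -0.85 with a GC covariate (0.0182). Leaving out a single bird was enough for control replicates 1, 3 and 4, β-alanine replicates 1 and 5 and L-histidine replicates 1, 4 and 5 (0.0124 to 0.0491). Red blood cell markers passed upward with β-alanine with library weights (0.00396), control replicates 3 and 4 left out (0.00190), a GC covariate (0.0427), control replicates 3 and 4 and L-histidine replicate 2 left out (0.00410), control replicate 4 left out (0.0307) and β-alanine replicate 2 left out (0.0313), with a median of 0.95 without control replicates 3 and 4. Endothelial markers passed downward with β-alanine with a GC covariate (0.0334), a multi-mapped covariate (0.0231), control replicate 3 left out (0.0468) and β-alanine replicate 5 left out (0.00601). Fibroblast markers passed downward with β-alanine with library weights (0.0442), control replicates 3 and 4 left out (0.0245), a multi-mapped covariate (0.00729), control replicates 3 and 4 and L-histidine replicate 2 left out (0.0277) and control replicate 4 left out (0.0307), and upward with L-histidine with control replicate 5 left out (0.0391) and L-histidine replicate 4 left out (0.0346). Nerve markers passed downward with L-histidine with a GC covariate (0.0367) and a multi-mapped covariate (0.00823). Genes of the amino acid response passed in neither group (medians 0.11 and -0.09, camera adjusted p = 0.938 and 0.114). Heat shock and immediate early genes passed in neither group either (camera adjusted p = 0.359 and 0.785). The former passed downward with L-histidine with no filter (0.0281), DESeq2 (0.0218), shrunken DESeq2 (0.0211) and shrunken DESeq2 on only the groups compared (0.0259). The latter passed with β-alanine with a multi-mapped covariate (6.79e-05), a replicate block with a GC covariate (0.0485) and β-alanine replicate 3 left out (0.00956) and with L-histidine with a multi-mapped covariate (7.50e-05). Of 21 measured genes on a further list of names from the paper's text, for the most part from other studies but with GADL1, which the paper reports as lower with L-histidine, edgeR passed 0 over all genes. With it, 1 was higher and 6 lower with β-alanine and 2 higher and 6 lower with L-histidine at an unadjusted p under 0.05. When adjusted over the list alone, 0 and 2 were higher and 0 and 4 lower. DESeq2 called PLIN1 lower with β-alanine and GADL1 lower with L-histidine. These genes were chosen by the study and are not independent evidence.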
